# A diversity of novel type-2 innate lymphoid cell subpopulations revealed during tumour expansion

**DOI:** 10.1038/s42003-023-05536-0

**Published:** 2024-01-03

**Authors:** Clara Wenjing Xia, Iryna Saranchova, Pablo L. Finkel, Stephanie Besoiu, Lonna Munro, Cheryl G. Pfeifer, Anne Haegert, Yen-Yi Lin, Stéphane Le Bihan, Colin Collins, Wilfred A. Jefferies

**Keywords:** Antigen presentation, Tumour immunology

## Abstract

Type 2 innate lymphoid cells (ILC2s) perform vital functions in orchestrating humoral immune responses, facilitating tissue remodelling, and ensuring tissue homeostasis. Additionally, in a role that has garnered considerably less attention, ILC2s can also enhance Th1-related cytolytic T lymphocyte immune responses against tumours. Studies have thus far generally failed to address the mystery of how one ILC2 cell-type can participate in a multiplicity of functions. Here we utilized single cell RNA sequencing analysis to create the first comprehensive atlas of naïve and tumour-associated lung ILC2s and discover multiple unique subtypes of ILC2s equipped with developmental gene programs that become skewed during tumour expansion favouring inflammation, antigen processing, immunological memory and Th1-related anti-tumour CTL responses. The discovery of these new subtypes of ILC2s challenges current paradigms of ILC2 biology and provides an explanation for their diversity of function.

## Abstract (web summary)

A study reveals that unique subtypes of innate lymphoid cells (ILC2s) contribute to diverse functions 53 such as tissue remodeling, immune responses, and anti-tumor CTL responses, challenging current 54 understandings of ILC2 biology.

## Introduction

Physiologically, tumour-infiltrating leukocytes (TILs) can respond to transformed cells at an early stage of cancer development^1^. Tumour cells can be recognized by TILs, such as natural killer (NK), natural killer T (NKT), and γδ T cells, which produce large amounts of IFN-γ that drive cellular immunity and subsequently, stimulation of anti-tumour immune-responses. As a consequence, NK cells and cytotoxic T lymphocytes (CTLs) can directly kill and specifically eliminate tumour cells^1–4^. Countering the positive aspects of immunity to tumours, the selective pressure of immune surveillance by CTLs on genetically unstable tumour populations may yield tumours that have lost expression of antigen processing machinery (APM) components, often resulting in reduced assembly of functional major histocompatibility complex (MHC) molecules that would normally bind peptide fragments derived from pathogens and tumours and display them on the cell surface for recognition by the appropriate CTL^1,5–8^. Several types of cancer, including breast cancer^9,10^, renal carcinoma^11^, melanoma^12–14^, colorectal carcinoma^15^, head and neck squamous cell cancer^16^, cervical cancer^17^, lung carcinoma^18,19^ and prostate carcinoma^20–22^, exhibit APM deficits and show a clear correlation between human leukocyte antigen (HLA) downregulation and poor prognosis^20–25^. Depending on the tumour type, APM component loss and MHC-I (HLA-I) molecules with an immune escape phenotype may be observed in up to 90% of patients, which can then lead to tumour invasiveness and increased metastatic potential^18,20–25^. Under these circumstances, tumours become ‘invisible’ or unrecognizable by CTLs and may also become refractory to emerging immunotherapeutics^20–22^. However, this can be overcome by complementation with APM genes or by small molecule inducers of APM genes^1,6–8,14,18,19,26,27^.

Overcoming immune evasion mechanisms is crucial to address tumour resistance and unlock the full potential of immunotherapy. Furthermore, the limited success of chimeric antigen receptor (CAR) T cell therapies for solid tumours has spurred an exploration of alternative immune cells in cell-based immunotherapies^28,29^. Simultaneously, there is an urgent demand for advanced methods to identify responsive patients^30^. In addition, immune dysregulation caused by chronic inflammation can also lead to modified expression of immune checkpoint inhibitors and alter the transiting and effector functions of TILs, which may instead promote tumour development. Examples of immune interference that lead to tumour development and progression are the secretion of IL-10 and the expression of PD-L1 and CTLA-4 by regulatory T cells (Tregs) to suppress CTL functions^31^ and the expression of inhibitory receptors on T cells, such as PD-1 and CTLA-4, to inactivate effector T cells^32^. Compounding this, a new regulatory subpopulation of innate lymphoid cells (ILCs) named ILCregs, which expresses *Id3* and produces IL-10, has recently been shown to modulate the inflammatory response^33–35^ and are thought to contribute to cancer progression and therefore, must also be overcome to empower cancer immunotherapies^36^.

Our understanding of the role of ILCs in cancer immunity is still limited. ILCs integrate innate and adaptive immune responses and control numerous physiological processes^37^ by producing cytokines in response to danger signals. It has been generally accepted that ILCs do not express a functional B or T cell receptor and, therefore, do not mediate an antigen-specific response^38^. Instead, the functional specificity and classification of ILCs are based on their transcription factor and cytokine expression patterns. Currently, three defined subsets of ILCs exist, namely types 1, 2, and 3^39–42^. ILC1s are T-bet^+^ pro-inflammatory cells that produce large amounts of TNF-α and IFN-γ. ILC2s are GATA-3^+^ cells, which are developmentally and functionally dependent on the presence of the interleukin-33 (IL-33) protein in order to secrete T_H_2-type cytokines, such as IL-4, IL-5, IL-9, IL-13, and signaling for Th2 adaptive responses^37^. ILC3s have been associated with the expression of transcription factor RORγt and are involved in lymphoid tissue release of IL-17, IL-22) and IL-23^43^.

Until recently, ILC2s^44,45^ were solely considered to contribute Th-2 cytokines, enhancing Th-2 responses in conditions such as asthma^37^. In this context, ILC2s were traditionally viewed as the most homogenous and stable subgroup within the ILCs. However, recent studies are revealing the existence of novel ILC2 subpopulations^46–48^. The flagship study on ILC2 heterogeneity by Huang et al. identified a second subset of ILC2s that responds primarily to IL-25 instead of IL-33^49^. These inflammatory ILC2s appear undetectable in steady state but can be elicited upon alarmin release and can differentiate into IL-33-responding ILC2s, or can upregulate RORγt and acquire ILC3 functions. This is accompanied by an increase in IL-17 secretion and what appears to be central in ILC2 plasticity: a halt in the production of IL-5 and IL-13^47^. IL-1β is a potent ILC2 activator that upregulates IL-5, IL-13, IL-33R (ST2) and IL-25R^50,51^, and interestingly, ILC2-to-ILC1 plasticity was later reported^52–54^, where IL-1β was found to promote T-bet and IL-12Rβ2 expression which, in response to IL-12 and an accompanying inflammatory environment, can convert ILC2s into IFN-γ-producing ILC1s. In addition, ILC2 MHC-II and CD80 molecules are increased in response to IL-1β, suggesting elevated ILC2 and T cell interactions. Other ILC2 subpopulations have been discovered in non-cancer settings^22,43,55–61^.

ILC2s are thought to perform a paradoxical role in cancer. On one hand, there is now considerable evidence implicating ILC2s in the tolerogenic processes related to tumour immune evasion, and produce large amounts of IL-13, IL-5, and IL-4. Furthermore, some studies relate ILC2s to poor cancer prognosis^62,63^. IL-13 production has been recently linked to the activation of myeloid-derived suppressor cells (MDSCs) and generates an ILC2-MDSC immunosuppressive axis that may facilitate tumour immune escape^64^. This skewing toward type 2 immunity and active MDSC recruitment has led to recurrence of bladder cancer in humans^65^. In contrast, challenging this paradigm, an exploration into how cancer cells evade the host immune response and become metastatic has led to the discovery of a novel function for ILC2s in promoting Th1 responses, and thereby reducing tumour growth and metastasis^20–22^. We found that the presence of IL-33 in the microenvironment simultaneously stimulates both the MHC-I expression and antigen processing in epithelial cells, as well as the number and functional activities of ILC2s, suggesting the co-regulation of these processes^20–22^. Therefore, reduced IL-33 expression in metastatic mouse carcinomas simultaneously decreases both the MHC-I expression and the functional activities of ILC2s and provides a previously undescribed mechanism of immune escape for tumour cells. Moreover, we demonstrated a similar association between IL-33 and HLA expression in clinical specimens at different stages of human prostate tumour development^20–22^. Our work also documented that the presence of ILC2s significantly inhibits tumour formation in wild-type chimeric mice bearing tumours expressing IL-33 when compared to RORα^-/-^ chimeras, which lack ILC2s. In comparing RORα^-/-^ to wild-type controls, we have observed increased spread of circulating tumour cells and formation of metastases in distal organs^20–22^. We have also found that co-culturing ILC2s and CD8^+^ T cells with metastatic tumour cells enables metastatic cells to overcome the antigen presentation deficiencies and heighten the CTL effector mechanisms^20^. ILC2 identity in the context of cancer remains largely undescribed beyond our initial discovery^20^, however, recently, two reports have emerged implicating ILC2s in tissue-specific cancer immunity. Following on from our studies, Moral et al. report that ILC2s within pancreatic tumours express the checkpoint inhibitor PD-1 and that upon treatment with anti-PD-1 immunotherapy, these ILC2s expand, become activated, and augment anti-tumour immunity by priming CD8^+^ T cells^66^. Finally, Wang et al.^67^ describe trans-differentiation of tumour-infiltrating ILCs (ILC1, 2, and 3) during progression of colorectal cancer that highlights the sensitivity, responsiveness and plasticity of ILCs during the growth of tumours^67^.

Overall, the contradictory functional data on the role of ILC2s in cancer suggest the possibility that there may exist multiple, undescribed subpopulations of ILC2s. Here we seek to understand the underlying mechanisms to explain these apparently contradictory studies. Our aim was to investigate the hypothesis that ILC2s are highly adaptable and exist as various subsets in the context of tumour immune surveillance. Thus, we conducted a single-cell RNA sequencing (scRNA-seq) study to create the first atlas of ILC2 subpopulations elicited by tumours and found that proinflammatory Th1 ILC2s expand in response to the development and growth of tumours, thereby demonstrating a bidirectional interplay between ILC2 and the cancer microenvironment.

## Results

### ILC2s is a heterogeneous population with pro-inflammatory phenotypes and anti-tumoral potential

To confirm that the presence of tumour in the organism induces the plasticity of ILC2 cells by changing their transcriptional profiles, we performed single cell RNA sequencing (scRNA-seq) analysis on ta-ILC2s isolated during tumour development and compared it to naïve ILC2s from mice without tumour nor IL33 activation treatment. 

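Single-cell RNA of sorted mouse lung ILC2s was measured in 5 libraries on the 10x Genomics platform, each from cells pooled from 5 mice. There was 1 library of naïve ILC2s, 2 of ta-non-activated ILC2s (weeks 2 and 3 after tumour implantation) and 2 of ta-activated ILC2s (weeks 2 and 3, then 7 days in culture with rhIL-2, rmIL-33 and TSLP, 10 ng/mL each). The authors used Cell Ranger to align the reads and deposited counts of unique molecular identifiers (UMIs) per gene and cell, without normalization. The naïve matrix names Cell Ranger 6.0.0 and the other 4 name 3.0.2, and none of these files names the genome annotation used. The deposited matrices held 6953 naïve barcodes, 1853 and 1838 ta-non-activated barcodes (week 2, then week 3) and 3579 and 4405 ta-activated barcodes. Their total counts were 33522126 UMIs in the naïve library, 33324823 and 9910201 in the ta-non-activated libraries, and 68919437 and 71126524 in the ta-activated libraries. Barcodes with at least 200 genes and under 5% mitochondrial counts were kept, the limits of the Seurat guided tutorial, since the paper's text gives no numbers. This left 6389 naïve cells with a median of 4517 UMIs. The ta-non-activated libraries kept 1823 and 1601 cells with medians of 16090 and 4396 UMIs. The ta-activated libraries kept 2895 and 3822 cells with medians of 13636 and 12296.5 UMIs. Apart from the totals of the deposited matrices, all values use the 27726 genes common to the 5 matrices.

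Levels are the UMIs of a gene over all UMIs of a library or cluster, on edgeR's CPM scale, with exact Poisson 95% intervals. Shares of cells have exact Clopper-Pearson 95% intervals, and a count of 0 is given with the limit that 3 counts would set. These intervals and limits cover counting error only, not the differences between mice or libraries. Cells of 1 library are not replicates, so differences that involve the naïve library have no replicate check and no p-value. Ta-activated and ta-non-activated ILC2s were compared with edgeR's quasi-likelihood test on the 2 libraries against 2, and the week and the replicate are the same thing in this design. A difference between weeks 2 and 3 was not tested. Genes with long introns were higher in the naïve library than in the other 4. Across 5350 genes with at least 20 CPM, the Spearman correlation of the naïve to ta-non-activated log2 ratio with intron length was 0.56 in week 2. Genes are not independent replicates, and a gene with long introns has an uncertain naïve level.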

All ILC2s are enriched from mouse lungs and labeled for fluorescence-activated cell sorting (FACS). The representative sorting strategy, used for all ILC2 isolations, is described in ref. 68 and illustrated in Fig. 1. 

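Genes of other lung cells were low but present in the sorted libraries. Of the naïve UMIs, the epithelial gene *Sftpc* made up 43.2 CPM, the myeloid gene *Lyz2* 8.18 CPM and the B cell gene *Cd79a* 0.154 CPM. In the week 3 ta-non-activated library, the mast cell gene *Cpa3* reached 82.3 CPM and the granulocyte gene *S100a8* 0.106 CPM. Transcripts of *Sftpc* were not evenly spread, with 417 CPM in naïve cells of few UMIs (cluster 7, from the clustering of all 5 libraries) and 6.75 CPM in the ILC2-like cluster 1. The endothelial gene *Ramp2* marked 90 naïve cells, which made up cluster 6 in that library, at 559 (95% interval 490.4 to 634) CPM against 1.73 CPM in clusters 0 and 1. In the 179 week 3 ta-activated cells placed in the same cluster, no *Ramp2* UMI was found (upper 95% bound 6.41 CPM). Those cells had a median of 1907 UMIs, and all cells of cluster 6 together had a median mitochondrial share of 0.183%. The name endothelial-like therefore applies to the naïve cells of the cluster.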

In all cases, this purification method yielded ILC2s with a purity of greater than 99%^68^. 

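For the integration, 6389 naïve, 3424 ta-non-activated and 6717 ta-activated cells passed the filters, 16530 of 18628 barcodes in all. Counts were log-normalized per cell to 10000 UMIs, and 2000 variable genes per library were used for anchors from canonical correlation analysis over 30 dimensions. The difference between the G2/M and S phase scores was regressed out before the principal components. With a mitochondrial limit of 10%, 18200 barcodes passed.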

To capture the complete heterogeneity regardless of time of sample collection and activation status, we first integrated all datasets including naïve, tumour-associated and activated (ta-activated), and ta-non-activated through “anchor” finding and integration. This aims to identify commonalities while enabling further comparative analysis. 

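At a resolution of 0.2, graph-based clustering of the 16530 cells gave 8 clusters of 6030, 5762, 1674, 1326, 668, 406, 341 and 323 cells, numbered here from 0 to 7 by size. These numbers are not the C0 to C7 of the paper, whose cell assignments are not in the deposited matrices, and are written as cluster 0 to cluster 7. The setting that moved the number most was a resolution of 0.4, which gave 13 clusters. Names rest on lists of marker genes and on a rule written after the clusters had been seen. Clusters 0, 1 and 7 were named ILC2-like, cluster 2 proliferating, cluster 4 T-cell-like, cluster 5 NK- or ILC1-like and cluster 6 endothelial-like. Cluster 3 joined naïve cells with *Il23r* and ta-activated cells with interferon-induced genes, and is given by its number only. Under 4 other forms of the naming rule, between 0 and 2 of the 8 names changed. Cluster 7 had a median of 2068 UMIs per cell and was left unnamed under the 2 forms that asked for more UMIs, and cluster 0 under 1 of them. Cluster 3 made up 7.26% (95% interval 6.64 to 7.93) of naïve cells and 13.4% and 10.8% of ta-activated cells in weeks 2 and 3. Its share of ta-non-activated cells was below the naïve share. Among cells with at least 2000 UMIs it held 21 of 1809 in week 2 and 32 of 1495 in week 3, against 457 of 6147 naïve cells. The sizes of clusters 0 and 1 are not compared between conditions on their own, since the border between them moved between libraries.

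**Figure D1:**
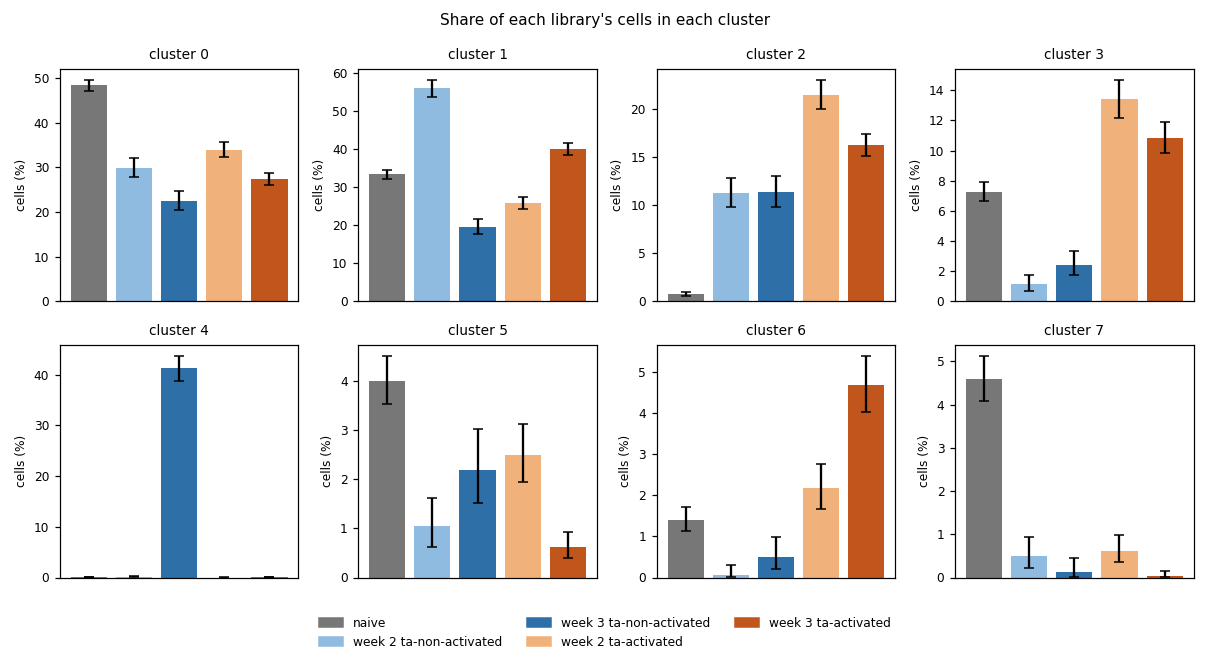
Share of the cells of each library in each of the 8 clusters (vertical axes, percent of cells, each from 0 and each with its own scale), with Clopper-Pearson 95% intervals as bars. Cluster 4 is at 41.3% in the week 3 ta-non-activated library and under 0.1% in each of the other 4.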

Eight clusters, namely C0-C7, were called based on single-cell transcriptome of the naïve and ta-ILC2s following the standard workflow of Seurat^69^, signifying the heterogeneity in this previously considered homogeneous type 2 effectors within the lung tissue (Fig. 2a).

**Fig. 1:**
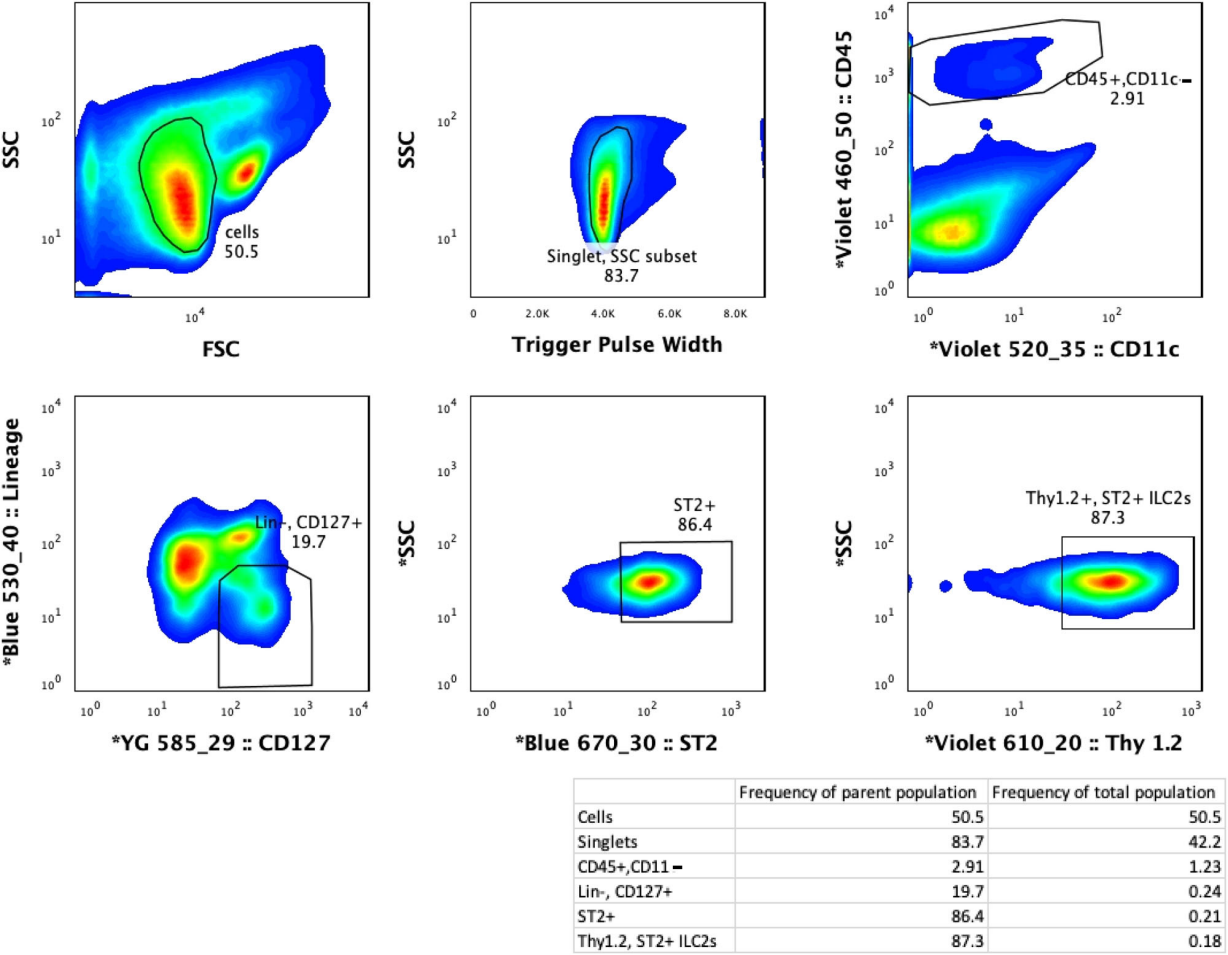
Gating strategy for isolation of ILC2s from lungs. The gating of a standalone experiment to illustrate the gating strategy, which is the same for all ILC2 isolations in the study. ILC2 cells were enriched with EasySep Mouse ILC2 Enrichment Kit (STEMCELL Technologies) first then sorted from lungs of tumour bearing animals by FACS as Lin− ST2 + CD127 + Thy1.2+ cells. Sequential gating strategy is based on cell size [P1: small and non-granular cells, forward scatter (FSC) versus side scatter (SSC)], depletion of doublets (P2: SSC vs. Trigger Pulse Width), and selection of CD45 + cells. Cells with lineage-related markers were rigorously depleted during isolation process and the resulting cell numbers at each stage of purification is shown. The final gate (double positive for ST2 and Thy1.2) includes ILC2s isolated, enriched and sorted from lung tissue.

**Fig. 2:**
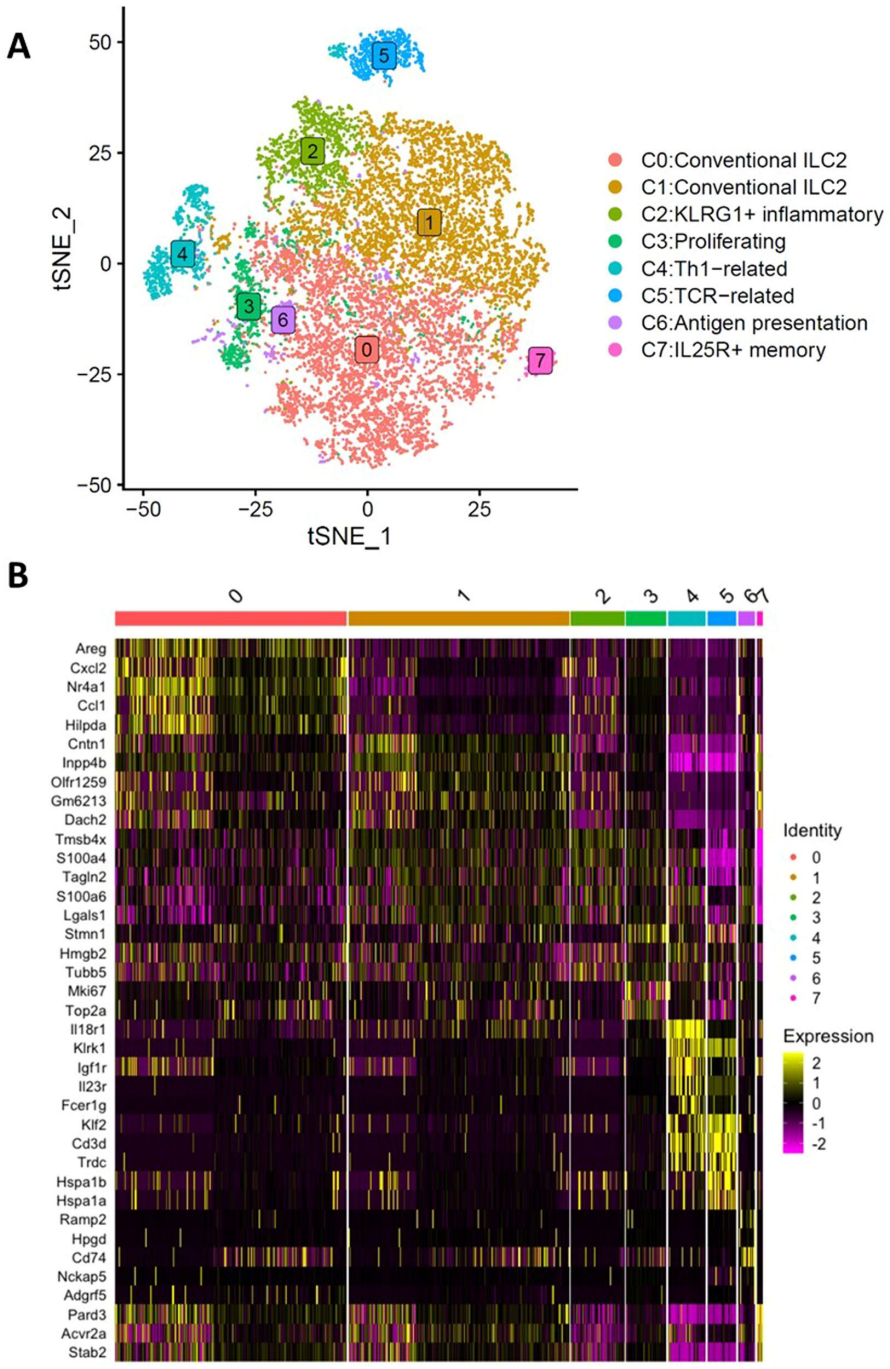
ta-ILC2s is a heterogeneous population with pro-inflammatory phenotypes, as a response to a developing neoplastic disease at week 2 and 3. **A** Graph-based clustering of ILC2s using Seurat R package. t-distributed stochastic neighbor embedding (tSNE) plots were generated to visualize graph-based clustering of cells. Both naïve and ta-ILC2s are merged in the analysis to reveal common subpopulations of ILC2s. **B** Heatmap with the top ten differentially expressed genes per cluster, ranked by log-transformed fold change in expression levels in each cluster compared with all other clusters. Heterogeneity is observed in the overall ILC2 population (ta-ILC2 and naive ILC2) with differentially expressed genes.

Given the lack of canonical markers for subtypes of ILC2s in the existing literature, we aimed to elucidate the subtype identities of the clusters by identifying the marker gene sets that are differentially expressed within each of the clusters. We focused on the genes that are up-regulated in each of the clusters illustrated in the heatmap which shows the top 5 upregulated genes per cluster (Fig. 2b).

To examine the functionality of each cluster inferred by over-representation of their respective upregulated markers, we performed pathway analysis using all significantly upregulated markers called from each of the clusters. Different biological “hallmark” pathways from MSigDB were over-represented (Fig. 3a). Gene Set Enrichment Analysis (GSEA) analysis using expression matrix and mouse-ortholog hallmark gene sets as the *priori* reference further confirmed the hallmark pathways (Supplementary Fig. 1). Next, we assigned cluster identities by their over-represented hallmark pathways and expression profiles of selected genes-of-interest (GOI), inferring some of the important anti-tumoral immune functions (Table 1). The selected GOI are markers canonically known to be involved in different proposed ILC2 subpopulations^22^ and mechanisms of immune functions such as Th1, Th2, T cell recruitment, antigen-presentation pathways (APP). 

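Mean expression was computed for the 31 genes of Table 1 as the mean over cells of counts per 10000 UMIs. On this scale *Il13* was 0.496 in naïve ILC2s, 44.1 ± 61.9 (SD, n = 2 libraries) in ta-non-activated ILC2s and 31.1 ± 5.14 (SD, n = 2 libraries) in ta-activated ILC2s. *Il1rl1* was 7.98, 1.14 ± 0.706 (SD, n = 2 libraries) and 0.922 ± 0.784 (SD, n = 2 libraries) in the same order. The naïve level of *Il1rl1* is uncertain, since the gene has 28952 bases of intron. The values of the paper's Table 1, which its note calls log2 scaled, were near these unlogged means, with a median ratio of the computed to the printed value of 0.994 for naïve ILC2s. With all cells of a group pooled, 12 of the 31 genes had a higher mean in ta-activated than in ta-non-activated ILC2s. Without the week 3 ta-non-activated library the number was 23.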

The expression levels of GOI vary across each of the clusters (Fig. 3b). Most of the clusters maintained the key type 2 innate lymphoid markers. 

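The ILC2 markers were read in clusters 0 and 1, the largest of the 8. *Il1rl1*, which encodes ST2 and lies on chromosome 1 from 40429570 to 40465415 (GRCm38, GENCODE M21), was at 852 (95% interval 837 to 868) CPM in cluster 0 and 945 (95% interval 929 to 962) CPM in cluster 1 of the naïve library. It was lower in the week 2 ta-activated library, at 43.8 and 109 CPM. With 28952 bases of intron, its naïve level is uncertain. *Gata3* in the naïve library was at 749 CPM in cluster 0 and 978 CPM in cluster 1. *Il5* was higher in cluster 1 than in cluster 0 in each of the 5 libraries, as in the week 2 ta-activated library with 2489.7 against 1356 CPM. *Il13* was also higher in cluster 1 in each library, from 17.6 CPM in cluster 0 against 105 in cluster 1 (naïve) to 4906 against 11257 (week 2 ta-non-activated).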

Within these clusters, C0 and C1 express the conventional ILC2 markers *Gata3*, *Il1rl1, Il5 and Il13*. We also found the previously identified inflammatory GATA3^+^ ST2^lo^ IL25R^hi^ KLRG1^+^ ILC2 subtype C2, a subset of ILC2s that expands upon IL25 activation^49^, displayed heightened IL25 receptor gene *Il17rb* expression as well as *Klrg1*. 

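No cluster of its own with raised *Il17rb* and *Klrg1* separated at a resolution of 0.2. *Klrg1* (ENSMUSG00000030114, chromosome 6 from 122270596 to 122282882 of GRCm38) was at 82.4 (95% interval 77.6 to 87.4) CPM in cluster 0 and 61.1 (95% interval 57.0 to 65.5) CPM in cluster 1 of the naïve library. Its naïve level was 14.6 CPM in cluster 3 and 11.0 CPM in cluster 5. *Il17rb* (ENSMUSG00000015966) in the same library was at 52.1 (95% interval 48.3 to 56.1) CPM in cluster 0 and 62.6 (95% interval 58.4 to 67.0) CPM in cluster 1. Cells with a UMI of either gene were counted at an equal depth, after thinning each cell to 2000 UMIs. They were 653 of 3022 cells (21.6%) in naïve cluster 0, 434 of 2132 cells (20.4%) in cluster 1 and 13 of 252 cells (5.16%) in cluster 5. Before thinning these clusters had medians of 4102, 5474 and 4876 UMIs. In the naïve endothelial-like cells, which should lack both genes, the count was 11 of 77 cells (14.3%) at a median of 5075 UMIs. That share overlaps with the shares in clusters 0 and 1 within counting error (95% interval 7.35 to 24.1), while the share in cluster 5 lies below them.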

C3 has many cell-cycle enriched hallmark pathways, such as E2F pathway targets that are involved in cell proliferation and DNA damage repair; G2/M checkpoint pathway that can transit cells into mitosis; and mitotic spindle hallmark pathway which is represented by genes important for mitotic spindle assembly (Fig. 3a). These cell cycle-related pathways suggest that cells in C3 are undergoing proliferation. 

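The leading genes of cluster 2 were those of dividing cells, among them *Pclaf*, *Birc5*, *Mki67*, *Cdk1*, *Ube2c* and *Cenpf*. Among week 3 ta-activated cells, *Mki67* was at 654 (95% interval 641 to 667) CPM in cluster 2 and 40.1 CPM in clusters 0 and 1. *Top2a* in the same cells was at 965 and 95.0 CPM. Cluster 2 had the deepest cells, with a median of 22328.5 UMIs. Cells with UMIs of at least 2 of 12 cell-cycle genes after thinning were 482 of 618 cells (78.0%) of cluster 2 in this library. Outside cluster 2 they were 51 of 1044 cells (4.89%) of cluster 0, 61 of 1528 cells (3.99%) of cluster 1 and 15 of 87 cells (17.2%) of cluster 6. In the week 2 ta-activated library they were 32 of 72 cells (44.4%) of cluster 5.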

The C3 cells, instead of forming a discrete cluster based on distance matrix, some cells “blended” into other clusters on the tSNE plot (Fig. 2a) suggesting that cells from multiple clusters are undergoing proliferation. C6 is enriched for antigen presentation pathways (APP) and over-represented by class II histocompatibility antigen genes such as *H2-DMa, H2-Ab*, etc. 

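Transcripts of class II histocompatibility genes were concentrated in cluster 5, the NK- or ILC1-like cluster, in 3 of the 5 libraries. In the naïve library *H2-Aa* was at 143 (95% interval 125 to 164) CPM in cluster 5 and 8.00 CPM in clusters 0 and 1. *H2-Ab1* in the same cells was at 96.5 and 7.10 CPM. In the week 2 ta-activated library, *H2-Ab1* was at 445 CPM in the 72 cells of cluster 5 and 48.7 CPM in clusters 0 and 1. In the week 3 ta-non-activated library its levels were 183 and 12.7 CPM. *H2-DMa* in the week 3 ta-non-activated library was highest in cluster 4, at 54.1 (95% interval 47.2 to 61.6) CPM. No cluster was led by class II genes at this resolution. At a resolution of 0.4 a cluster of 187 cells had *H2-Eb1*, *Cd74*, *H2-Aa* and *H2-Ab1* among its 10 leading genes, with 14 ILC2 markers detected, and the naming rule called it dendritic-cell-like.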

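*Cd74* (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812652 of GRCm38) was compared in cluster 2 and in clusters 0 and 1 only. Its order between them differed between libraries. In the week 2 ta-non-activated library it was at 368 (95% interval 353 to 384) CPM in the proliferating cluster 2 and 93.6 (95% interval 90.0 to 97.4) CPM in clusters 0 and 1. In the week 2 ta-activated library the order was the other way, with 95.1 CPM in cluster 2 and 250.4 CPM in clusters 0 and 1. Cluster 2 was also below clusters 0 and 1 in the week 3 ta-activated library, at 124 against 219 CPM. In naïve cells, cluster 2 had 161 CPM in 48 cells and clusters 0 and 1 had 29.4 CPM. Cluster 2 of the week 3 ta-non-activated library, which was mostly made of cells with T cell receptor transcripts, had 1.66 CPM.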

*Cd74* plays an important role in MHC class II presentation and MHC class I cross-presentation, is also significantly upregulated in C3. The enriched APP-specific markers are consistent with previous and ongoing discovery of MHC class II antigen presentation equipped by subsets of ILC2s^22,50^. C7 is identified as the IL25R^+^ memory ILC2s for their small cluster size and heightened expression of *Il17rb* which encodes for the receptor for IL25. 

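In naïve cells *Il17rb* was highest in cluster 7, at 111 (95% interval 87.5 to 140.0) CPM, against 57.3 (95% interval 54.5 to 60.2) CPM in clusters 0 and 1. Cluster 7 held 293 naïve cells with a median of 2068 UMIs, compared with 4545 in clusters 0 and 1. Its leading genes were *Kcnq5*, *Bach2*, *St6galnac3* and *Pard3*, and its *Gata3* level was 1175 CPM. *Il17rb* lies on chromosome 14 from 29996135 to 30008896 of GRCm38 with 9055 bases of intron. The T-cell-like cluster 4 of the week 3 ta-non-activated library had 46.3 (95% interval 40.0 to 53.4) CPM of this gene.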

ILC2s expressing high levels of IL17RB or IL25R can respond to secondary and IL25 stimulation rapidly thus go through enhanced proliferation^70^. The aforementioned clusters all possess different GOI expression patterns yet retain strong type 2 ILC identity (*Gata3*^*+*^*, Il1rl1*^*+*^*, Il5*^*+*^*, Il13*^+^). These clusters are also enriched for T cell recruitment markers (*Cxcl10, Ccr2*, *Ltb*), an exciting feature that propounds their ability to facilitate other immune cells attraction/migration. 

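Within each library, *Cxcl10* was highest in cluster 3 or cluster 5, apart from the naïve library where cluster 2 was highest with 104 CPM in 48 cells. Among week 3 ta-activated cells it was at 1902 (95% interval 1862 to 1942) CPM in cluster 3, 435 CPM in cluster 1 and 75.0 CPM in cluster 0. *Ltb* was spread more widely, with 1980.0, 1334 and 1177 CPM in the same clusters and library. *Ccr2* in the naïve library was at 533 (95% interval 525 to 542) CPM in clusters 0 and 1, 362 CPM in cluster 3 and 268 CPM in cluster 2. In the T-cell-like cluster 4 of the week 3 ta-non-activated library, *Ccr2* was at 3.62 CPM and *Cxcl10* at 3.38 CPM.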

Even though these ILC2s with T cell recruitment signatures do not show significant expression of *Ifng*, their receptor *Ifnγr1* is up-regulated in majority of the cells, suggesting that cells are ready to accept and process the IFN-mediated signals via paracrine interactions in the tumour-modified microenvironment. This observation is well in line with our preliminary data and with the recent literature that demonstrates IFN type I/II’s abilities to repress conventional type 2 immunity provided by ILC2 cells, in order to promote inflammatory responses^71,72^. On the other hand, some outlier clusters express intriguing, unexpected markers such as the interferon *γ* receptor gene *Ifnγr1* and other Th1-related genes in C4 and T cell-related markers in C5. 

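*Ifng* stayed near 0 in clusters 0 and 1, at 0.789 (95% interval 0.488 to 1.21) CPM in the naïve library and 1.99 (95% interval 1.54 to 2.53) CPM in the week 2 ta-activated library. Among week 3 ta-activated cells no *Ifng* UMI was found in those clusters (upper 95% bound 0.0892 CPM). *Ifngr1* in clusters 0 and 1 was at 329 (95% interval 322 to 336) CPM in naïve cells and 359 (95% interval 333 to 387) CPM in week 3 ta-non-activated cells. It was far lower in the other 3 libraries, at 31.0 CPM (week 2 ta-non-activated), 43.6 CPM (week 2 ta-activated) and 48.0 CPM (week 3 ta-activated). With 15434 bases of intron, its naïve level is uncertain. After thinning to 2000 UMIs, 45.6% of naïve cells and 11.0% of week 2 ta-activated cells had an *Ifngr1* UMI. Every cell type in these libraries can carry this receptor, so no type that lacks it was available for comparison.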

In C4, cells downregulate *Gata3* and upregulate *Tbx21* and *Rorc* suggesting possible ILC2 identity shifts away from type 2 towards a type 1 and type 17 immunity influenced by the biological settings. 

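*Tbx21* was highest in cluster 5 of the naïve library, at 138 (95% interval 119 to 158) CPM, with 10.5 (95% interval 6.98 to 15.2) CPM in cluster 3 and 1.09 (95% interval 0.730 to 1.56) CPM in clusters 0 and 1. *Gata3* in naïve cells was lower in clusters 3 and 5 than in clusters 0 and 1 (862 CPM), with 235 (95% interval 217 to 254) CPM in cluster 3 and 247 (95% interval 222 to 274) CPM in cluster 5. Naïve cluster 3 also had 568 CPM of *Il23r*, and 333 of 457 cells (72.9%) of it had UMIs of at least 3 of 9 T cell receptor and CD3 genes after thinning to 2000 UMIs. In naïve cluster 5 this was 77 of 252 cells (30.6%), and in naïve cluster 0 216 of 3022 cells (7.15%). Before thinning the medians were 5188, 4876 and 4102 UMIs. In the week 3 ta-activated library *Gata3* was not lower in cluster 3, at 942 CPM.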

Importantly, this cluster expresses higher levels of Th1-related markers such as IFN-induced genes (e.g. *Ifit1, Ifit3, Ifitm1, Gzmb* and *Gzmc*, Fig. 3b), strongly suggesting a genotype switch to pro-inflammatory type 1 immunity and acquired IFNγ-dependent characteristics. 

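In week 2 ta-activated cells *Ifit1* was highest in cluster 3 and the granzymes in cluster 5. *Ifit1* was at 1174 (95% interval 1138 to 1211) CPM in cluster 3, 136 CPM in cluster 5 and 254 CPM in clusters 0 and 1. *Gzmc* had the reverse pattern, with 27827 CPM in the 72 cells of cluster 5 and 11.0 (95% interval 7.77 to 15.2) CPM in cluster 3. *Gzmb* was at 6269 CPM in cluster 5, 1619 CPM in cluster 3 and 1046 CPM in clusters 0 and 1. *Ifitm1* was at 5204 CPM in cluster 5 and 564 CPM in cluster 3. In naïve cells no *Ifitm1* UMI was found in cluster 3 (upper 95% bound 1.38 CPM) or cluster 5 (upper bound 2.54 CPM). In freshly isolated week 3 ta-non-activated cells *Gzmb* was also present, at 244 CPM in the 39 cells of cluster 3. Of those cells with at least 2000 UMIs, 30 of 32 passed the count of T cell receptor and CD3 genes. Among week 3 ta-activated cells cluster 5 held 24 cells with no UMI of *Gzmb* or *Gzmc* (upper bound 22.3 CPM for each). *Gzmb* and *Gzmc* are neighbouring paralogs on chromosome 14, as are *Ifitm1*, *Ifitm2* and *Ifitm3* on chromosome 7, and reads shared between paralogs could be split or lost by the counting.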

Given the pro-inflammatory potential and importance of these type 1 genes, we confirmed the expression of *Gzmb*^+^, *Gzmc*^+^ and *Ifitm1*^+^ in a fresh ILC2 population by intracellular and surface staining followed by flow cytometry (Fig. 3c). C5 expresses significantly higher level of CD3 subunits (*Cd3δ*, *Cd3ε*, *Cd3γ*) and TCR-related components, such as genes encoding for constant fragments of the TCRβ/δ/γ (*Trdc*, *Trbc1, Tcrg-C1, Tcrg-C2*) and lymphoid specific factor *Tcf7*. These markers are typically expressed by T cells and conventionally absent from the family of innate immune cells that lack antigen-specific receptors. 

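Almost all cells of the T-cell-like cluster 4 came from the week 3 ta-non-activated library (661 of 668). There *Cd3d* was at 1097 (95% interval 1065 to 1129) CPM, *Cd3e* at 567 CPM and *Cd3g* at 3100.1 CPM. Clusters 0 and 1 of the same library had 9.13, 5.07 and 255 CPM of these genes. *Trdc* was at 399 CPM, *Trbc1* at 1606 CPM, *Tcrg-C2* at 506 CPM and *Tcf7* at 489 CPM in cluster 4. *Trbc1* and *Trbc2*, and the *Tcrg-C* genes, are near-identical copies whose reads the counting could have split or dropped, so their levels are uncertain. *Gata3* was at 79.9 CPM and *Il1rl1* at 1.93 (95% interval 0.834 to 3.80) CPM in these cells, compared with 609 and 383 CPM in clusters 0 and 1. No *Il13* UMI was found in cluster 4 (upper 95% bound 0.890 CPM).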

Whether these TCR^+^ cells are a contamination of T cells escaped from rigorous enrichment and sorting process or a true detection of new ILC2 subtype with potential adaptive immunity is up to debate and requires additional functional proof. 

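*Ifngr1* (ENSMUSG00000020009, chromosome 10 from 19591949 to 19610229 of GRCm38) in the week 3 ta-non-activated library was at 535 (95% interval 513 to 557) CPM in the T-cell-like cluster 4. In the same library it was higher in cluster 5, at 1784 (95% interval 1548 to 2046) CPM in 35 cells, and in cluster 3, at 1488 (95% interval 1280.1 to 1719.7) CPM in 39 cells. Cluster 1 had 425 (95% interval 387 to 467) CPM and cluster 0 286 (95% interval 253 to 323) CPM. *Ifng* itself was at 40.1 (95% interval 34.2 to 46.6) CPM in cluster 4, and no *Tbx21* UMI was found there (upper 95% bound 0.890 CPM).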

Note the high expression of *Ifnγr1* (Fig. 3b) suggests that Th1 differentiation program may be involved in this cluster, especially in combination with significant down-regulation of the expression of conventional Th2-related characteristics. These unconventional ILC2 markers steer the cells away from the conventional type 2 immunity, forming the outlier clusters in the ILC2s (Fig. 2a). This observed heterogeneity defines ILC2 functional plasticity influenced by growing tumour microenvironment.

**Fig. 3:**
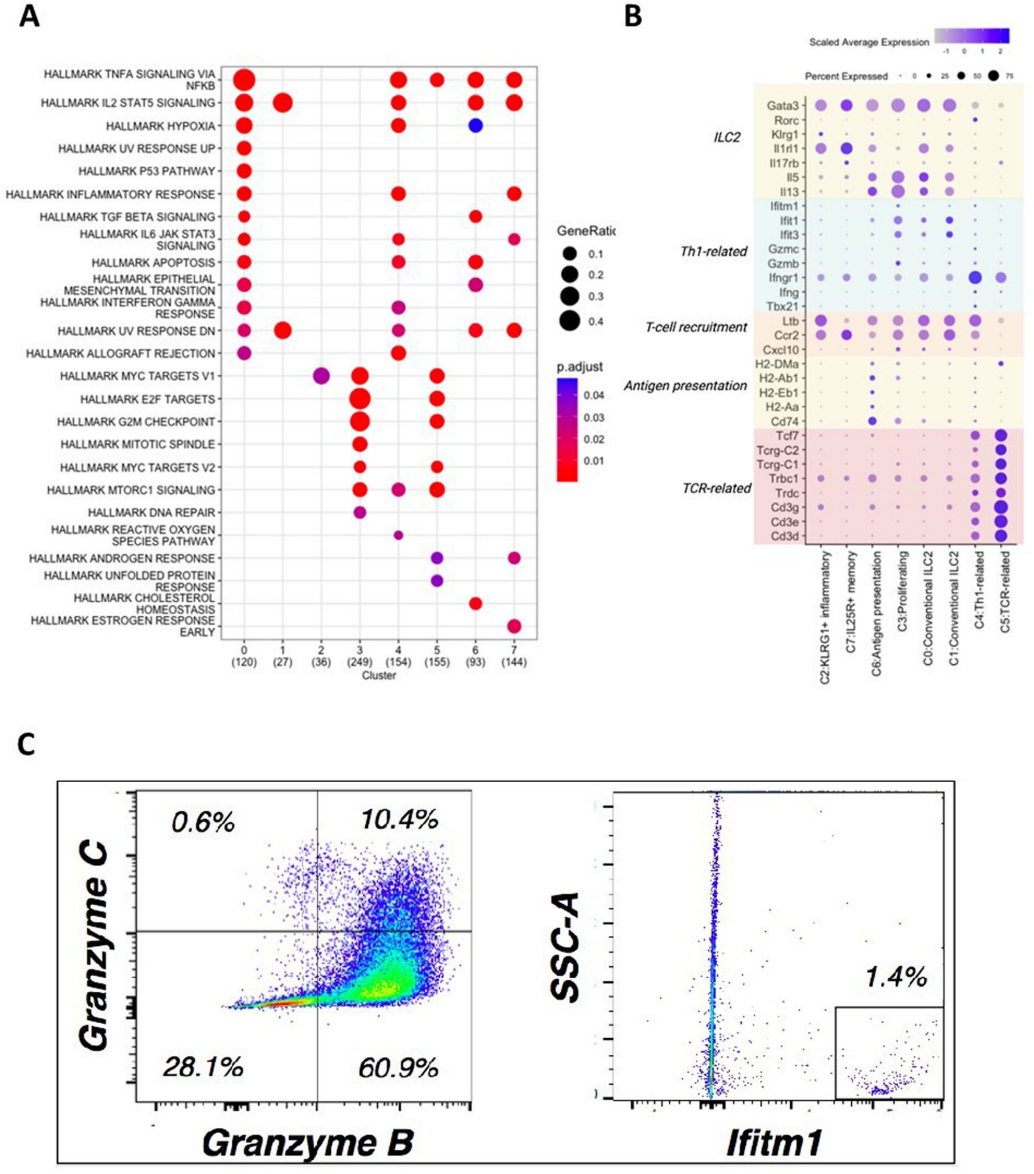
Subpopulations of ILC2s are enriched with different molecular signatures indicating diverse cellular functions. **A** Dotplots indicate different gene sets being enriched in each subpopulation/cluster. Molecular Signature Database Hallmark gene sets are used as reference. Numbers in parenthesis indicate the number of overexpressed genes from each cluster that are overrepresented in the corresponding pathway. **B** Expression of selected ILC2 markers-of-interest (GOIs) are differentially expressed by different clusters. Dotplot shows marker-of-interest expression per cluster. Color intensity indicates log-scaled mean gene expression level. Dot size indicates the fraction of cells in the cluster for each gene. **C** Intracellular staining for granzymes B & C: a portion of ta-ILC2s are positive for both (10.4%), but mostly for granzyme B (60.9%). A fraction of ta-ILC2s is positive for intracellular IFITM1 (1.4%) confirmed by flow cytometry.

**Table 1:** Average expression of GOIs in naïve-, ta-non activated-, ta-activated ILC2 cells.

		Average Expression (total ILC2s)			Expression log2-FoldChange^*^ (compared to all other samples)		
Pathway of Interest	GOI	naïve	ta-non-activated	ta-activated	naïve	ta-non-activated	ta-activated
ILC2	*Gata3*	7.625	3.457	8.766			
	*Rorc*	0.093	0.050	0.021	0.049		−0.057
	*Klrg1*	0.656	0.253	0.085	0.218	−0.090	−0.166
	*Il1rl1*	7.886	1.201	1.046	0.351	−0.345	−0.144
	*Il17rb*	0.523	0.205	0.005			
	*Il5*	1.589	7.035	8.635	0.366	−0.192	−0.258
	*Il13*	0.513	48.136	30.638	−0.054	−0.034	0.077
Th1-related	*Ifitm1*	0.033	0.040	2.024	−0.643	−0.483	0.883
	*Ifit1*	0.019	0.061	7.496	−0.320	−0.251	0.468
	*Ifit3*	0.004	0.012	4.410	−0.253	−0.199	0.374
	*Gzmc*	0.018	0.011	2.559		−0.058	0.098
	*Gzmb*	0.079	0.126	8.839	−1.214	−0.982	1.591
	*Ifngr1*	4.467	2.513	0.716		0.194	−0.474
	*Ifng*	0.087	0.145	0.024	0.030	0.030	−0.051
	*Tbx21*	0.086	0.001	0.000			
T cell recruitment	*Ltb*	6.151	2.411	9.967	0.275	−0.328	
	*Ccr2*	5.137	1.713	5.660			
	*Cxcl10*	0.211	0.470	3.815	−0.749	−0.506	0.983
Antigen presentation	*H2-Dma*	0.060	0.180	0.145	−0.068	0.101	
	*H2-Ab1*	0.093	0.121	0.300		−0.028	0.052
	*H2-Eb1*	0.103	0.110	0.082	0.023		−0.024
	*H2-Aa*	0.113	0.109	0.085	0.038		−0.033
	*Cd74*	0.359	0.772	1.459	−0.080	−0.105	0.151
TCR-related	*Tcf7*	0.444	1.180	0.057	−0.088	0.573	−0.363
	*Tcrg-C2*	0.132	1.104	0.024	0.011	0.228	−0.178
	*Tcrg-C1*	0.364	1.228	0.324	−0.081	0.397	
	*Trbc1*	2.629	4.603	0.768	0.311	0.186	−0.475
	*Trdc*	0.403	0.981	0.045	−0.018	0.657	−0.519
	*Cd3g*	2.773	8.154	1.616	0.195	0.466	−0.583
	*Cd3e*	0.433	1.428	0.056		0.582	−0.462
	*Cd3d*	0.465	2.918	0.103	−0.253	1.100	−0.719

Average expression is Log2 scaled, expression change is calculated based on logged expression.

^*^Only log2FC  >  0.01 and <−0.01 are shown here.

### Tumour presence induces ILC2 shift towards heightened pro-inflammatory immunity

To compare how a growing tumour naturally affects the tumour-associated ILC2 (ta-ILC2) transcriptome, we conducted a comparative analysis of naïve-ILC2s without any stimulation, ta-non-activated-ILC2s (freshly isolated cells from the mouse lungs) and ta-activated-ILC2s (isolated cells from lungs and ex vivo stimulation with IL-33 and TSLP). At whole population level, ILC2s display differential expressions profiles influenced by the presence of tumour and activation status of the cells. Figure 4a is a heatmap showing the top 10 significantly upregulated genes in the respective treatment samples. 

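Summed counts of the 2 ta-activated libraries were compared with those of the 2 ta-non-activated libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 12643 genes tested, 0 had an adjusted p-value under 0.05, and 2120 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.243. The alternative that moved this most was DESeq2's Wald test, which called 1054 of 12386 genes, 565 higher and 489 lower in ta-activated ILC2s. In simulated counts of the same comparison at the observed dispersion of 0.263, the edgeR test recovered 50.5% of 200 genes changed by a log2 fold change of 3. The simulation gave each gene the same dispersion, so the power with dispersions that differ between genes was not measured. Levels of *Ifitm3* (chromosome 7 from 141009586 to 141010770 of GRCm38) were 884 (95% interval 876 to 892) and 691 (95% interval 685 to 698) CPM in ta-activated ILC2s of weeks 2 and 3. They were 51.8 (95% interval 49.3 to 54.3) and 31.8 (95% interval 28.3 to 35.6) CPM in ta-non-activated ILC2s of the same weeks and 17.9 CPM in naïve ILC2s. Its log2 fold change with activation was 4.10 (standard error 0.53, adjusted p = 0.243, edgeR), larger than the spread between the weeks.

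*Ifitm2* had a log2 fold change of 2.49 (standard error 0.70, adjusted p = 0.252, edgeR), with 349 and 178 CPM in ta-activated ILC2s. With DESeq2's Wald test *Ifitm2* and *Ifitm3* passed an adjusted p of 0.05. *Ifitm1* was at 429 and 99.7 CPM in ta-activated ILC2s and 9.18 CPM in week 2 ta-non-activated ILC2s. In week 3 ta-non-activated ILC2s no *Ifitm1* UMI was found, which 3 counts would place under 0.319 CPM. *Cxcl10* rose from 43.6 to 58.2 CPM in week 2 and from 21.2 to 427 CPM in week 3, a log2 fold change of 2.72 (standard error 1.07, adjusted p = 0.303, edgeR). *Gzmc* was at 979 (95% interval 971 to 987) CPM in week 2 ta-activated ILC2s and 1.07 (95% interval 0.826 to 1.36) CPM in week 3 ta-activated ILC2s. Without the week 2 ta-activated library its log2 fold change turned from 8.34 to -0.50.

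**Figure D2:**
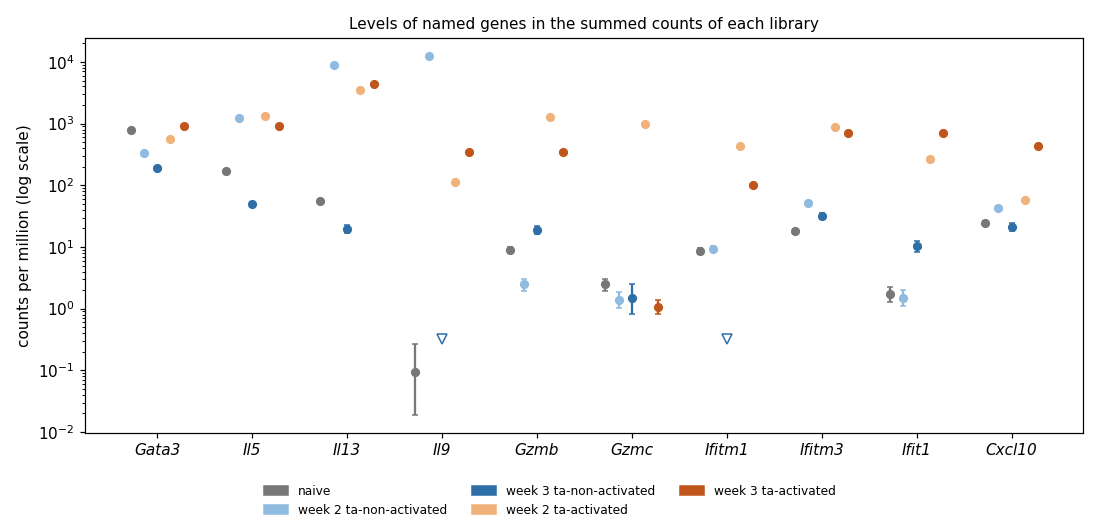
Levels of 10 genes (horizontal axis) in the summed counts of each of the 5 libraries, in CPM on a log axis, with exact Poisson 95% intervals. Open triangles mark the limit that a count of 0 allows, as for *Ifitm1* and *Il9* in week 3 ta-non-activated ILC2s.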

Interestingly, while naïve-ILC2s and ta-non-activated ILC2s share similar top-upregulated markers and expression patterns, ta-activated ILC2s upregulates many Th1-related effector genes and IFN-induced markers, such as *Gzmc*, *Ifitm1*, *Ifitm2* and *Ifitm3*, along with the T cell recruitment signature gene *Cxcl10*. This strongly implies that ILC2s as a whole population, acquires an elevated reactive potential of the ta-ILC2 population after ex vivo stimulation, enabling them to gain associated effector functions.

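Cells were also counted without clusters, as those with UMIs of at least 2 of *Gzmb*, *Gzmc*, *Ifit1*, *Ifit3*, *Ifitm1* and *Cxcl10* after thinning to 2000 UMIs. In ta-activated ILC2s they were 862 of 2822 cells, 30.5% (95% interval 28.8 to 32.3), in week 2 and 1723 of 3714 cells, 46.4% (95% interval 44.8 to 48.0), in week 3, a mean of 38.5% ± 11.2 (SD, n = 2 libraries). In ta-non-activated ILC2s they were 0.166% (95% interval 0.0342 to 0.484) and 0.669% (95% interval 0.321 to 1.23), a mean of 0.417% ± 0.356 (SD, n = 2 libraries), and in naïve ILC2s 0.195% (95% interval 0.101 to 0.341). The difference between the ta-activated and ta-non-activated means is larger than the spread between weeks. No cells that should lack these genes were identified in the ta-activated libraries, so RNA from other cells in the droplets was not excluded as a part of these shares. Within week 3 ta-activated ILC2s the share differed between clusters, from 188 of 618 cells (30.4%) of cluster 2 to 329 of 414 cells (79.5%) of cluster 3, with medians of 21650.5 and 9948 UMIs. In percentage points, the setting that moved the ta-activated mean most was counting without thinning, which gave 72.5%. With 1 gene more required the mean was 13.1%. From the higher expression of these genes in ta-activated ILC2s, the paper proposes that the whole population gains reactive potential and effector functions after ex vivo stimulation.

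**Figure D3:**
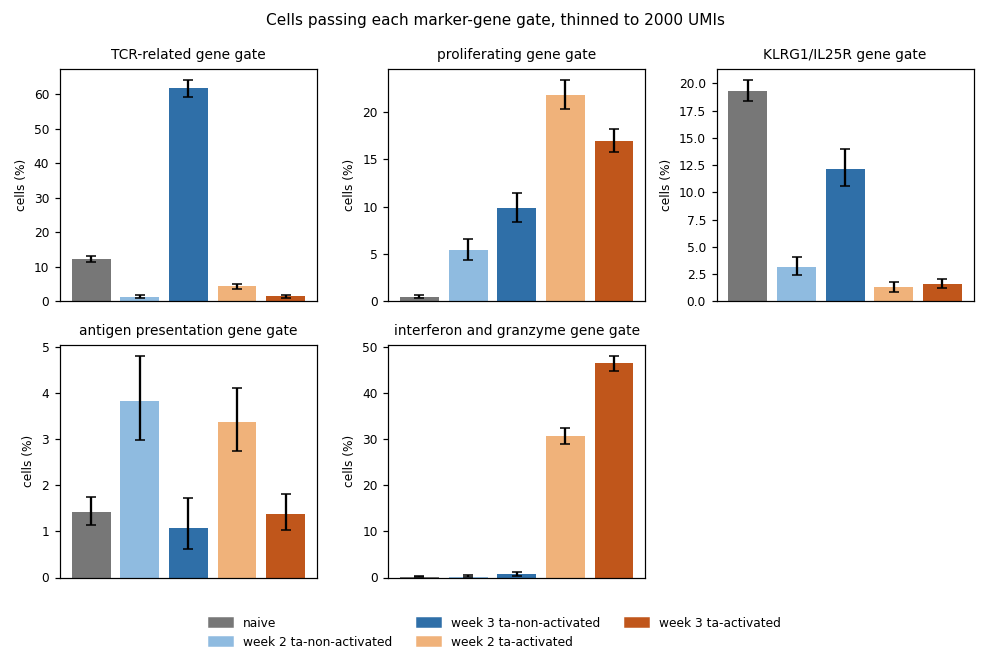
Share of cells of each library that passed each of 5 marker-gene counts after thinning to 2000 UMIs (vertical axes, percent of cells, each from 0 and each with its own scale), with Clopper-Pearson 95% intervals as bars. The interferon and granzyme genes pass in 30.5% and 46.4% of week 2 and week 3 ta-activated cells.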

**Fig. 4:**
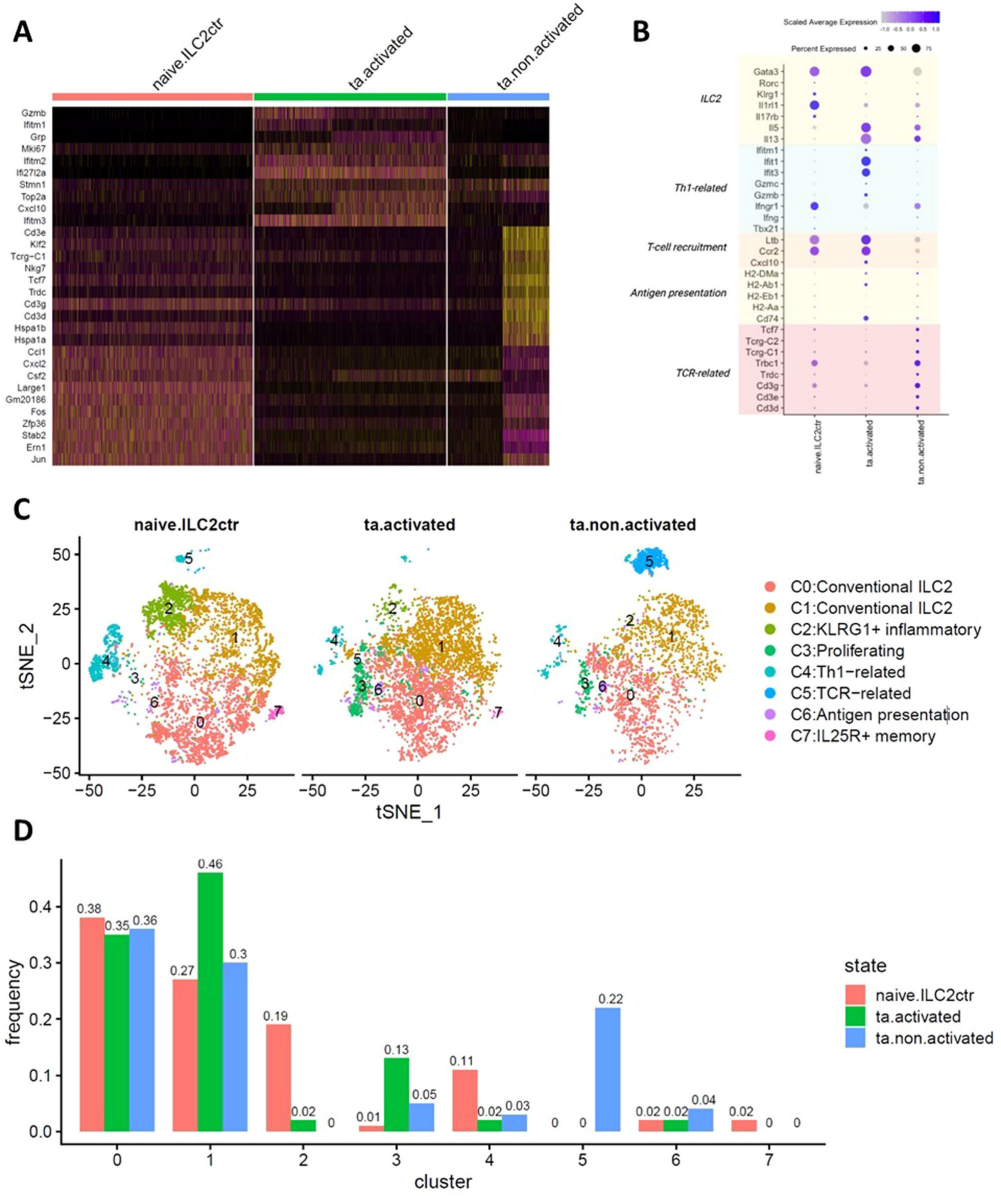
Comparative analysis reveals overall ILC2 and their subtypes shift towards heightened pro- inflammatory immunity. **A** Heat map showing the top differentially expressed genes in naïve, ta-activated and ta-non-activated ILC2 samples, ranked by log-transformed fold change in expression levels in each sample. **B** t-distributed stochastic neighbour embedding visualization of distributions of clusters in the naïve and ta-ILC2s. Cluster sizes vary across different treatments. **C** Dotplot shows marker-of-interest expression per sample type. Color intensity indicates log-scaled mean gene expression level. Dot size indicates the fraction of cells in the cluster for each gene. **D** Cluster frequencies as the percentage of cells per cluster relative to the total number of cells, within naïve, ta-activated and ta-non-activated ILC2s. ILC2 subtypes react to different biological settings such as presence of tumour and ex vivo stimulation, and change subtype frequencies to exert different potential immune functions.

Within the whole ILC2s, we observed similar heterogeneity in all samples with conventional ILC2s (C0,1) being the majority of the overall ILC2 populations. 

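Clusters 0 and 1 together held 5233 of 6389 cells in the naïve library, 81.9% (95% interval 80.9 to 82.8). In ta-non-activated ILC2s they held 86.0% (95% interval 84.3 to 87.5) in week 2 and 42.2% (95% interval 39.7 to 44.6) in week 3. The mean over the 2 weeks was 64.1% ± 31.0 (SD, n = 2 libraries). In ta-activated ILC2s they held 59.9% (95% interval 58.0 to 61.7) and 67.6% (95% interval 66.1 to 69.1), a mean of 63.7% ± 5.48 (SD, n = 2 libraries). The spread between the ta-non-activated weeks was larger than the difference between the group means. Most of the other week 3 ta-non-activated cells were in the T-cell-like cluster 4.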

The conventional ILC2s showed little cluster size change across different conditions regardless of tumour development nor ILC2 activation (Fig. 4b, c). 

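*Gata3* (ENSMUSG00000015619) lies on chromosome 2 from 9857078 to 9890034 of GRCm38 (GENCODE M21). It was at 780.1 (95% interval 770.5 to 789.8) CPM in naïve ILC2s, where its 28979 bases of intron make the level uncertain. Ta-non-activated ILC2s had 336 (95% interval 330.2 to 343) CPM in week 2 and 189 (95% interval 181 to 198) CPM in week 3, and ta-activated ILC2s 568 (95% interval 562 to 574) and 899 (95% interval 891 to 906) CPM. The mean per 10000 UMIs of a cell was 7.71 in naïve ILC2s, 3.29 ± 0.385 (SD, n = 2 libraries) in ta-non-activated ILC2s and 8.17 ± 2.49 (SD, n = 2 libraries) in ta-activated ILC2s. The log2 fold change of ta-activated against ta-non-activated ILC2s was 1.33 (standard error 0.52, adjusted p = 0.303, edgeR), with the same direction in both weeks (0.75 and 2.24). Part of the low week 3 ta-non-activated level came from the T-cell-like cells, without which *Gata3* was at 276 CPM. Within clusters 0 and 1 alone it was at 347 CPM in week 2 ta-non-activated cells and 614 CPM in week 2 ta-activated cells.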

The stable expression of *Gata3* in the total ILC2s across different conditions remained mostly unchanged (log2FC < 0.01, Table 1) suggesting that ILC2 largely maintained their type 2 identity during tumour development and activation, at least at the transcriptional factor level, in the lungs. 

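*Il5* and *Il13* (chromosome 11 from 53720794 to 53725106 and from 53631324 to 53634702 on the same chromosome of GRCm38) were compared with their levels in naïve ILC2s, 170.3 (95% interval 166 to 175) and 55.6 (95% interval 53.1 to 58.3) CPM. Week 2 ta-non-activated ILC2s had 1224 (95% interval 1212 to 1236) CPM of *Il5* and 8861 (95% interval 8829 to 8893) CPM of *Il13*. Week 3 ta-non-activated ILC2s lay below the naïve level of both genes, with 49.0 (95% interval 44.6 to 53.6) and 19.6 (95% interval 16.9 to 22.6) CPM. This order depends on the cells that are counted. Within clusters 0 and 1, week 3 ta-non-activated cells had 230.2 (95% interval 209 to 252) CPM of *Il5* and 91.8 (95% interval 78.9 to 106) CPM of *Il13*, above the 193 (95% interval 188 to 198) and 61.1 (95% interval 58.2 to 64.1) CPM of naïve cells. With only the T-cell-like and endothelial-like clusters left out, the week 3 ta-non-activated level of *Il5* was 87.6 CPM, below the naïve level, since cells with T cell receptor transcripts remained in cluster 2. Ta-activated ILC2s had 1321 and 928 CPM of *Il5* and 3501 and 4318 CPM of *Il13* in weeks 2 and 3. The log2 fold change of ta-activated against ta-non-activated ILC2s was 0.60 (standard error 1.41, adjusted p = 0.842, edgeR) for *Il5* and -0.42 (standard error 2.11, adjusted p = 0.931, edgeR) for *Il13*. Within each week *Il5* was higher in ta-activated than in ta-non-activated ILC2s. In the comparison of the groups, which does not pair the weeks, both directions rest on a single library. Without the week 3 ta-non-activated library the value for *Il5* was -0.36, and without the week 2 ta-non-activated library the value for *Il13* was 7.70.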

Downstream of *Gata3*, signaling products *Il5* and *Il13* showed enhanced expression in the ta-ILC2s–with and without IL33/TSLP stimulation relative to naïve, unstimulated ILC2s–which suggests that ILC2s may respond to distant neoplasm in a similar way as other viral and parasitic infections, and release type 2 cytokines. Despite of the stable maintenance of type 2 identity observed in the majority of the total ILC2s across different conditions, other clusters seem to have immunological plasticity that responds to the presence of tumour growth and IL33/TSLP stimulation (Fig. 4c, Table 2). 

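Cells with at least 1 UMI of *Klrg1* or *Il17rb*, after thinning to 2000 UMIs, were 1188 of 6147 cells in naïve ILC2s, 19.3% (95% interval 18.3 to 20.3). In ta-non-activated ILC2s they were 3.15% (95% interval 2.40 to 4.06) in week 2 and 12.2% (95% interval 10.6 to 13.9) in week 3, a mean of 7.66% ± 6.38 (SD, n = 2 libraries). In ta-activated ILC2s they were 1.28% (95% interval 0.895 to 1.76) and 1.56% (95% interval 1.19 to 2.01), a mean of 1.42% ± 0.202 (SD, n = 2 libraries). The naïve share moved most when UMIs of both genes were required, to 1.01%. In the T-cell-like cluster 4, which should lack *Klrg1*, 62 of 659 cells (9.41%) passed at a median of 5781 UMIs before thinning, mostly through *Il17rb*. Of the naïve endothelial-like cells, which should lack both genes, 11 of 77 (14.3%, 95% interval 7.35 to 24.1) passed. That share overlaps with the share of all naïve cells within counting error.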

In the presence of tumours, frequency of C2 *Klrg1*+ inflammatory cluster is drastically reduced from 19% in naïve-ILC2s to nearly 0 in ta-ILC2s in the mouse lungs. 

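*Klrg1* was at 62.9 (95% interval 60.2 to 65.7) CPM in naïve ILC2s, with 10873 bases of intron that make the naïve level uncertain. It was at 10.6 (95% interval 9.51 to 11.8) and 16.9 (95% interval 14.4 to 19.8) CPM in ta-non-activated ILC2s and 7.32 (95% interval 6.64 to 8.06) and 8.12 (95% interval 7.42 to 8.86) CPM in ta-activated ILC2s of weeks 2 and 3. In clusters 0 and 1 alone the week 3 ta-non-activated level was 78.1 CPM and the naïve level 71.8 CPM. The mean log-normalized expression of naïve ILC2s was 0.30 log2 units above that of all other cells. The log2 fold change of ta-activated against ta-non-activated ILC2s was -0.91 (standard error 0.36, adjusted p = 0.309, edgeR).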

The average expression of *Klrg1* in total ILC2s synchronizes with this change by expressing the highest level in the naïve-ILC2 sample and lowest in the ta-activated ILC2s, resulting in a positive 0.35 log2-fold change (log2FC) in total naïve ILC2s compared to ta-ILC2s. Inflammatory ILC2s are known to be highly plastic towards a ILC3-like identity when cultured under Th17 conditions or exposed to infections. This is largely due to their basal level background RORγΤ expression (as observed in our naïve ILC2s, Table 1), and IL13 and IL17A productions^73,74^. In the case of emerging tumours, these inflammatory ILC2s may be going through similar genotypic changes and, based on mounting evidence^50,68,75,76^, it is also highly likely that the plasticity of inflammatory ILC2s may extend to a Th1 shift, since these cells respond to IL-1 and IL-12 stimulation with cell activation, heightened T-bet expression, increased Th1 molecule production and lowered expression of GATA3. All this points to the attainment of ILC1-like phenotype and the disappearance of certain ILC2 subtypes like C2 KLRG1+ inflammatory ILC2s. This transcriptional reprogramming is usually triggered by certain immunological challenges such as infections and in this case, tumour development. The Th1-like cluster C4 also shrinks in cluster size in the tumour-associated samples. However, this is contradictory to the overall increased expression of Th1-related genes in the tumour-associated samples, especially the ta-activated ILC2s (Fig. 4a, d, Table 1). 

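Cluster 5, where *Tbx21* was highest in naïve cells, held 256 of 6389 cells of the naïve library, 4.01% (95% interval 3.54 to 4.52). It held 1.04% (95% interval 0.629 to 1.62) and 2.19% (95% interval 1.53 to 3.03) of ta-non-activated cells in weeks 2 and 3, a mean of 1.61% ± 0.809 (SD, n = 2 libraries). In ta-activated ILC2s it held 2.49% (95% interval 1.95 to 3.12) and 0.628% (95% interval 0.403 to 0.933), a mean of 1.56% ± 1.31 (SD, n = 2 libraries). The share in the naïve library was above that of each of the other 4, with 1 naïve library and no test. A count without clusters asked for UMIs of at least 2 of 6 type 1 and type 17 genes after thinning. It was passed by 8.20% of naïve cells, 0.442% and 1.40% of ta-non-activated cells and 1.74% and 0.512% of ta-activated cells. The naïve cells that passed included 290 of 457 cells of cluster 3 and 153 of 252 cells of cluster 5. *Tbx21* in all cells kept was at 9.20 (95% interval 8.18 to 10.3) CPM in naïve ILC2s, 0.241 (95% interval 0.104 to 0.474) and 0.213 (95% interval 0.0258 to 0.769) CPM in ta-non-activated ILC2s of weeks 2 and 3 and 0.262 (95% interval 0.146 to 0.431) CPM in week 2 ta-activated ILC2s. In week 3 ta-activated ILC2s no *Tbx21* UMI was found, which 3 counts would place under 0.0485 CPM. The naïve level of *Tbx21* is uncertain, since the gene has 14773 bases of intron.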

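*Ifit1* was at 1.70 (95% interval 1.28 to 2.21) CPM in naïve ILC2s and 1.50 (95% interval 1.12 to 1.98) CPM in week 2 ta-non-activated ILC2s, a difference within counting error. In week 3 ta-non-activated ILC2s it was at 10.2 (95% interval 8.28 to 12.5) CPM. In ta-activated ILC2s it was at 268 and 707 CPM, a log2 fold change of 6.39 (standard error 1.17, adjusted p = 0.243, edgeR). *Ifit3* was at 130.4 and 407 CPM in ta-activated ILC2s against 0.241 and 1.81 CPM in ta-non-activated ILC2s, with a log2 fold change of 8.15 (standard error 1.29, adjusted p = 0.243, edgeR). *Gzmb* was at 8.92 (95% interval 7.92 to 10.0) CPM in naïve ILC2s, 2.47 (95% interval 1.96 to 3.06) and 19.1 (95% interval 16.4 to 22.1) CPM in ta-non-activated ILC2s and 1303 and 346 CPM in ta-activated ILC2s. Its log2 fold change with activation was 6.30 (standard error 1.35, adjusted p = 0.243, edgeR), and *Gzmb*, *Ifit1* and *Ifit3* passed an adjusted p of 0.05 with DESeq2's Wald test. *Tbx21* did not follow these genes, with 9.20 (95% interval 8.18 to 10.3) CPM in naïve ILC2s and 0.241 (95% interval 0.104 to 0.474) and 0.262 (95% interval 0.146 to 0.431) CPM in the week 2 libraries. *Ifng* in ta-non-activated ILC2s was at 3.61 and 21.9 CPM and in naïve ILC2s at 7.87 CPM. It was at 9.43 CPM in week 2 ta-activated ILC2s, and no UMI was found in week 3 ta-activated ILC2s, which 3 counts would place under 0.0485 CPM.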

The decreased cell frequency of C4 rejects the idea that the pro-inflammatory type 1 shift in ta-ILC2s is contributed to by a discrete single sub-population of ILC2s committing to ILC1 but suggests a more generalized acquisition of Th1-like characteristics across the total ta-ILC2s, while retaining key type 2 signatures. This C4 frequency change may also be an artifact resulting from low cell numbers in this cluster (Table 2). Another cluster that disappears during tumour development is C7 IL25R+ memory ILC2s, dropping from 2% in naïve-ILC2s to close 0% in ta-acticated-ILC2s and completely missing in the ta-non-activated-ILC2 sample. 

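Cluster 7, the ILC2-like cluster with few UMIs per cell, held 4.59% (95% interval 4.09 to 5.13) of naïve cells. It held 9 cells, 0.494% (95% interval 0.226 to 0.935), of week 2 and 2 cells, 0.125% (95% interval 0.0151 to 0.451), of week 3 ta-non-activated ILC2s. In ta-activated ILC2s it held 18 cells, 0.622% (95% interval 0.369 to 0.981), in week 2 and 1 cell in week 3. The naïve cells of cluster 7 had a median mitochondrial share of 3.81% and 1021 genes per cell, and naïve cells of clusters 0 and 1 had 2.38% and 1769 genes.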

In terms of expression of the memory ILC2 marker *Il17rb*, even though it seems that naïve ILC2s express slightly higher amount of *Il17rb* than ta-ILC2s (Fig. 4d), there is no significant expression change (log2FC < 0.01) in the overall ILC2 populations regardless of tumour exposure or ex vivo stimulation likely due to the small cluster size of the memory ILC2 subtype (Table 1). 

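*Il17rb* was at 54.6 (95% interval 52.1 to 57.2) CPM in naïve ILC2s, with a level made uncertain by its introns. Ta-non-activated ILC2s had 2.11 (95% interval 1.64 to 2.66) CPM in week 2 and 35.3 (95% interval 31.6 to 39.4) CPM in week 3, and ta-activated ILC2s 0.401 (95% interval 0.254 to 0.602) and 0.323 (95% interval 0.198 to 0.500) CPM. In clusters 0 and 1 alone the week 3 ta-non-activated level was 43.6 CPM, so it did not come from the T-cell-like cells alone. The log2 fold change of ta-activated against ta-non-activated ILC2s was -5.65 (standard error 1.43, adjusted p = 0.252, edgeR). With DESeq2's Wald test the adjusted p was 6.0e-05, and over the edgeR fits with other settings it lay between 0.184 and 0.369. Mean log-normalized expression in naïve ILC2s was 0.29 log2 units above that of all other cells.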

Like adaptive memory T cells, memory ILC2s can proliferate rapidly upon secondary stimulation and release huge amount of stored alarmin cytokines, facilitating fast and enhanced innate immune responses^70^. These memory ILC2s expand in the lungs followed by a contraction phase before migrating to lymph nodes for long-term residency^70^. This may explain the absence of memory ILC2s in our ta-ILC2 samples obtained from lung tissues as memory ILC2s may have already migrated out of lungs since the initial tumour exposure. Further functional and lineage tracing experiments are required to confirm this hypothesis. Additionally, under the development of tumours, ILC2s are proliferating, as reflected by the expansion of proliferating C3 by more than 5 fold in the ta-ILC2s comparing to naïve-ILC2s, and it is further increased upon ex vivo activation, indicating the active involvement and expansion of ILC2 in the face of tumour development. 

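The proliferating cluster 2 held 0.751% (95% interval 0.554 to 0.995) of naïve cells. In ta-non-activated ILC2s it held 11.2% (95% interval 9.83 to 12.8) in week 2 and 11.3% (95% interval 9.80 to 13.0) in week 3, a mean of 11.3% ± 0.0426 (SD, n = 2 libraries). In ta-activated ILC2s it held 21.5% (95% interval 20.0 to 23.0) and 16.2% (95% interval 15.0 to 17.4), a mean of 18.8% ± 3.72 (SD, n = 2 libraries). The cluster did not hold the same kind of cells in both weeks. In week 3 ta-non-activated ILC2s, 162 of 180 cells (90.0%) of cluster 2 had UMIs of at least 3 of 9 T cell receptor and CD3 genes after thinning, and in week 2 3 of 205 cells (1.46%), at medians of 16656 and 27049 UMIs before thinning. Clusters 0 and 1 of the week 3 ta-non-activated library had shares of 12.7% and 6.76%.

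Counted without clusters, cells with UMIs of at least 2 of 12 cell-cycle genes after thinning were 0.488% (95% interval 0.330 to 0.696) in naïve ILC2s. They were 5.42% (95% interval 4.42 to 6.56) and 9.83% (95% interval 8.37 to 11.5) in ta-non-activated ILC2s and 21.9% (95% interval 20.4 to 23.4) and 17.0% (95% interval 15.8 to 18.2) in ta-activated ILC2s of weeks 2 and 3. Means over the weeks were 7.63% ± 3.12 (SD, n = 2 libraries) and 19.4% ± 3.47 (SD, n = 2 libraries), a difference larger than the spread between weeks. The ta-activated mean moved most without thinning, to 41.5%. *Mki67* was at 13.2 CPM in naïve ILC2s, 37.8 and 87.2 CPM in ta-non-activated ILC2s and 156 and 189.9 CPM in ta-activated ILC2s.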

For the C6 antigen presentation subtype, cluster size is slightly increased in the ta-non-activated ILC2. 

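Cells with UMIs of at least 2 of *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *H2-DMa* and *Cd74* after thinning were 1.42% (95% interval 1.14 to 1.74) in naïve ILC2s. In ta-non-activated ILC2s they were 3.81% in week 2 and 1.07% in week 3, a mean of 2.44% ± 1.94 (SD, n = 2 libraries). In ta-activated ILC2s they were 3.37% (95% interval 2.73 to 4.10) and 1.37% (95% interval 1.02 to 1.80), a mean of 2.37% ± 1.41 (SD, n = 2 libraries). Among naïve endothelial-like cells 3 of 77 (3.90%, 95% interval 0.811 to 11.0) passed, and of naïve cluster 7 none of 155 (upper 95% bound 2.35%). Of the T-cell-like cluster 4 in week 3 ta-non-activated ILC2s, none of 659 cells passed (upper 95% bound 0.558%). RNA from other cells in the droplets was not excluded as a part of these shares. The spread between weeks within each group was larger than the difference between the group means, and than the difference from the naïve share. This holds for thinned cells only. Counted without thinning, the means were 5.84% ± 4.55 (SD, n = 2 libraries) in ta-non-activated and 20.7% ± 3.62 (SD, n = 2 libraries) in ta-activated ILC2s, a difference larger than the spread between weeks, from 9.05% and 2.62% against 23.3% and 18.2% in libraries of unequal depth.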

Some of the antigen presentation-related GOI such as *H2-Dma, H2-Ab1*, and *Cd74* display increased expression levels in the ta-ILC2s, especially when ex vivo stimulated, whereas the other markers such as *H2-Eb1* and *H2-Aa* were unchanged, hinting toward additional antigen presentation mechanisms such as cross-presentation through MHC class I, in which CD74 plays a crucial role, or that CD74 may function as signaling transduction for cytokine production^77^. Furthermore, the most striking change is the C5 TCR-related cluster, dropping from 22% in the ta-non-activated-ILC2 sample to almost and complete absence (0%) in the other 2 samples (Fig. 4c), making the ta-non-activated total ILC2s express significantly higher TCR-related markers (Table 1). This unexpected cluster size and expression change is possibly due to a T cell population contamination in the ta-non-activated-ILC2 sample. 

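*H2-DMa* was at 6.64 (95% interval 5.78 to 7.59) CPM in naïve ILC2s, 6.47 (95% interval 5.63 to 7.40) and 32.5 (95% interval 28.9 to 36.3) CPM in ta-non-activated ILC2s and 22.5 (95% interval 21.3 to 23.8) and 10.5 (95% interval 9.69 to 11.3) CPM in ta-activated ILC2s. With activation it rose in week 2 and fell in week 3. *H2-Ab1* was at 11.7 CPM in naïve ILC2s, 19.3 and 10.3 CPM in ta-non-activated ILC2s and 55.6 and 24.7 CPM in ta-activated ILC2s. Its log2 fold change with activation was 1.30 (standard error 0.64, adjusted p = 0.371, edgeR). *Cd74* was at 43.8 CPM in naïve ILC2s, 145 and 21.3 CPM in ta-non-activated ILC2s and 224 and 194 CPM in ta-activated ILC2s, a log2 fold change of 1.13 (standard error 0.98, adjusted p = 0.578, edgeR). *H2-Eb1* and *H2-Aa* fell to 0.340 (95% interval 0.210 to 0.519) and 0.162 (95% interval 0.0776 to 0.297) CPM in week 3 ta-activated ILC2s, from 5.32 and 5.96 CPM in the ta-non-activated ILC2s of that week. In week 2 they were at 21.0 and 20.5 CPM in ta-activated and 17.0 and 13.5 CPM in ta-non-activated ILC2s.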

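The T-cell-like cluster 4 held 5 naïve cells, 0.0783% (95% interval 0.0254 to 0.183). It held 1 cell of week 2 and 661 cells, 41.3% (95% interval 38.9 to 43.7), of week 3 ta-non-activated ILC2s, a mean of 20.7% ± 29.2 (SD, n = 2 libraries). It held 0 of 2895 week 2 ta-activated cells, which allows a share of up to 0.104%, and 1 week 3 ta-activated cell. The group value for ta-non-activated ILC2s thus rests on the week 3 library. Counted without clusters, cells with UMIs of at least 3 of 9 T cell receptor and CD3 genes after thinning were 924 of 1495 cells in week 3 ta-non-activated ILC2s, 61.8% (95% interval 59.3 to 64.3). They were 1.33% (95% interval 0.852 to 1.97) in week 2 ta-non-activated ILC2s and 12.3% (95% interval 11.5 to 13.2) in naïve ILC2s. In ta-activated ILC2s they were 4.36% (95% interval 3.64 to 5.18) and 1.45% (95% interval 1.09 to 1.89). In the naïve endothelial-like cells, which should lack these genes, 3 of 77 cells (3.90%) passed at a median of 5075 UMIs, and of naïve cluster 7 none of 155 cells (upper 95% bound 2.35%) at a median of 2771 UMIs.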

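In cluster 4 of the week 3 ta-non-activated library (661 cells, median 5772 UMIs), transcripts of mature αβ T cells were nearly absent. *Trac* was at 0.241 CPM (95% interval 0.00611 to 1.34), *Cd4* at 0.724 CPM and *Cd8a* at 0.241 CPM. *Cd5* was at 2.90 CPM and *Cd6* at 4.83 CPM. Genes of T cell development were high instead. *Dntt* was at 1620.4 CPM in cluster 4 and 7.61 CPM in clusters 0 and 1 of the same library, and *Ptcra* at 169 and 0.507 CPM. *Rag1* was at 123 CPM in cluster 4. *Hes1*, *Myl10* and *Ly6d* were at 1701, 2002 and 2310.3 CPM. *Dntt*, *Ptcra*, *Hes1*, *Myl10* and *Ly6d* were chosen after they had been seen among the leading genes of the cluster, and *Rag1* before its value was seen.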

For each sample type (i.e. naive-ILC2, ta-activated-ILC2, ta-non-activated-ILC2), cluster frequencies were calculated as the percentage of cells per cluster relative to the total number of cells that were sequenced and that passed the quality filters in that specific sample. It is important to note that the total number of sequenced cells vary between samples, and that this can lead to biased representations of certain rare subpopulations. In other words, the relative nature of cell abundance per cluster (i.e. cluster frequency) may not reflect the true distribution and should be interpreted with caution. Despite of this, based on the transcriptional profiles, ILC2 is a heterogeneous population wired with functional plasticity promoted by growing tumour environment, and this plasticity can be further inflated by IL33/TSLP stimulation.

**Table 2:** Cluster frequency change in the presence of tumours and ILC2 activation.

ILC2 Subtype	Cluster	Cell frequency		
		% in activated ta-ILC2s (cell number out of total 5840 cells)	% in non-activated ta-ILC2s (cell number out of total 3098 cells)	% in naïve-ILC2s (cell number out of total 6096 cells)
Conventional ILC2	0	35 (2029)	36 (1117)	38 (2321)
conventional ILC2	1	46 (2679)	3 (923)	27 (1616)
KLRG1+ inflammatory	2	2 (117)	0 (10)	19 (1140)
Proliferation	3	13 (742)	5 (169)	1 (36)
Th1-related	4	2 (132)	3 (92)	11 (674)
TCR-related	5	0 (1)	22 (670)	0 (13)
Antigen presentation	6	2 (126)	4 (117)	2 (151)
IL25R+ memory	7	0 (14)	0 (0)	2 (145)

Next, we examined the immunological plasticity within each of the clusters identified and observed that the immunological shift towards pro-inflammatory immunity is not only occurring at the whole population level, but individually the clusters acquire different characteristics that synergistically favours type 1 immunity. T cell recruitment markers are upregulated in the conventional, proliferating, Th1-related and memory ILC2s (C0,1,3,4,5,7), but less so in the inflammatory and TCR-related and antigen presentation subtypes (C2,5,6) when activated ex vivo (Fig. 5a). 

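Within clusters, the CPM of ta-activated and ta-non-activated ILC2s were compared in each week wherever both libraries had at least 20 cells, in clusters 0 to 3 in week 2 and clusters 0 to 3 and 5 in week 3. This gave 9 comparisons, each between 2 libraries without replicates, described by direction and size only, with 1 CPM added to both. *Ltb* was higher with activation in 8 of the 9, with a median log2 ratio of 1.45. *Ccr2* was higher in 4 of 4 comparisons in week 2 and 3 of 5 in week 3. *Cxcl10* was higher in 1 of 4 in week 2 and 5 of 5 in week 3. Cluster 4 had no partner among ta-activated ILC2s, and cluster 7 had 9 or fewer ta-non-activated cells per week, so neither could be compared. In week 3, 30 of 32 cells (93.8%) of ta-non-activated cluster 3 passed the count of T cell receptor and CD3 genes (median 3192 UMIs before thinning), and most of cluster 2 did too. The week 3 comparisons in clusters 2 and 3 thus set ta-activated ILC2s against cells of another kind.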

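*Gata3* was higher with activation in 9 of the 9 comparisons within clusters and weeks, with log2 ratios between 0.60 and 5.22. In week 2 the median of 4 clusters was 0.85. In week 3 the ILC2-like clusters 0 and 1 had ratios of 0.68 and 0.60. Clusters 2 and 3 of that week, whose ta-non-activated cells mostly carried T cell receptor transcripts, had 3.30 and 5.22.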

Type 2 identity is maintained in most of the individual clusters after activation as *Gata3* expression is retained and upregulated. 

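*Il13* within clusters went in opposite directions in the 2 weeks, lower with activation in 4 of 4 clusters in week 2 and higher in 5 of 5 in week 3. In cluster 1 its log2 ratio was -0.70 in week 2 and 5.11 in week 3. *Il5* was higher in 2 of 4 clusters in week 2 and 5 of 5 in week 3. Its log2 ratio in cluster 1 was 0.68 in week 2 and 1.74 in week 3, and in the proliferating cluster 2 of week 2 it was -0.38.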

Downstream *Il5* and *Il13* are also upregulated in most of the clusters, especially in the inflammatory C2 and memory C7 as a result of activation by potent IL33/TSLP. In the Th1-related C4 subtype, *Gata3, Il5* and *Il13* are expressed at much lower levels than the other clusters, but express increased amount of Th1-related, T cell recruitment and antigen presentation GOIs when activated. This is particularly interesting because the cells in this cluster still resemble traces of type 2 identity, yet upregulate genes that can potentiate unconventional type 1 immunity either by directly functioning as type 1 cells, or indirectly by recruiting other immune cells to create a pro-inflammatory type 1 immune environment upon ex vivo stimulation, or both. It is important to note that in the TCR-related C5, it appears that ta-activated ILC2s greatly upregulated expression of type 2 markers, however, this result is only represented by one cell which demolishes any statistical significance.

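Cluster 5, where *Tbx21* was highest in naïve cells, had few cells for a comparison within clusters. In week 3 there were 24 ta-activated and 35 ta-non-activated cells, and in week 2 there were 19 ta-non-activated cells, under the minimum of 20. The count of T cell receptor and CD3 genes was made in week 3 cells with at least 2000 UMIs. It was passed by 13 of 22 ta-activated cells (59.1%) and 21 of 32 ta-non-activated cells (65.6%). Many of the cells compared thus carried T cell receptor transcripts. In week 3 *Gata3* was at 411 (95% interval 319 to 522) CPM in ta-activated and 87.0 (95% interval 41.7 to 160.1) CPM in ta-non-activated cells of cluster 5. *Il5* and *Il13* were at 121 and 496 CPM in the ta-activated cells, with no UMI of either in the ta-non-activated cells (upper 95% bound 32.1 CPM for each). In the same week, *Ifit1* rose to 696 CPM from no UMI, *Cxcl10* was at 557 (95% interval 449 to 683) against 157 (95% interval 92.8 to 248) CPM and *Cd74* at 278 (95% interval 204 to 371) against 418 (95% interval 308 to 554) CPM. No *Gzmb* UMI was found in the week 3 ta-activated cells of cluster 5, and the level was 200.2 CPM in the ta-non-activated cells.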

**Fig. 5:**
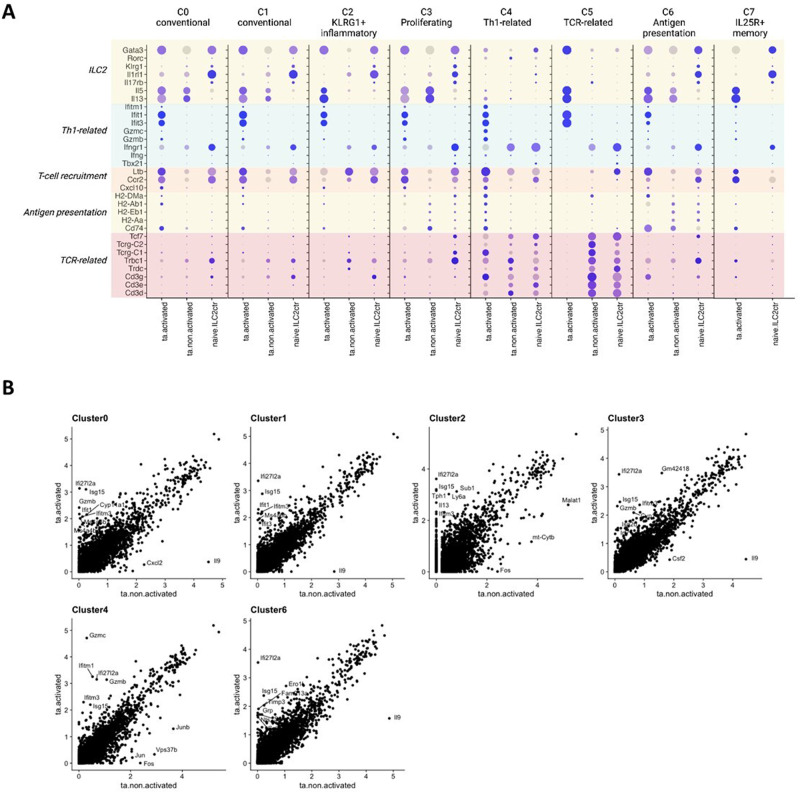
The immunological plasticity of ILC2 cells has been defined by a new developmental program responsible for heightened type 1 immune signature, regardless of the stability of Th2 signatures. **A** Dotplot shows marker-of-interest expression within each of the clusters. The increased expression of Th1-related genes together with maintained expression of conventional Th2 identity in ta-ILC2 potentiates unconventional type 1 ILC2 immunity, especially upon ex vivo activation. **B** Correlation analysis showing outliers representing change of expression in response to IL-33 and TSLP activation within each cluster identified. The top 10 outliers with the most fold change per cluster are labelled in the plots. Genes that are consistently upregulated (*Ifi27l2a, Gzmb, Ifit1, Ifitm3*, etc) and downregulated (*Il-9*) within many clusters. C5 and C7 are missing from this analysis due to the absence of clusters in either of the activated or non-activated sample.

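*Ifi27l2a*, *Ifit1* and *Ifitm3* were higher with activation in 9 of the 9 comparisons within clusters and weeks, with median log2 ratios of 7.57, 6.74 and 5.10. *Isg15* and *Ifitm1* were also higher in each of the 9. *Gzmb* was higher in 8, the exception being cluster 5 in week 3. *Il9* was lower with activation in 4 of 4 clusters in week 2, with a median log2 ratio of -7.49, and higher in 5 of 5 in week 3. Its level was 12576 (95% interval 12538 to 12615) CPM in week 2 ta-non-activated ILC2s. In week 3 ta-non-activated ILC2s no *Il9* UMI was found among 9394957, which 3 counts would place under 0.319 CPM. In ta-activated ILC2s it was at 115 and 342 CPM, and in naïve ILC2s at 0.0926 (95% interval 0.0191 to 0.271) CPM. The lower *Il9* with activation in the summed counts of the groups (a log2 fold change of -5.04 (standard error 3.60, adjusted p = 0.505, edgeR)) thus rests on the week 2 ta-non-activated library.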

Correlation analysis between activated and non-activated samples revealed genes that are consistently upregulated (*Ifi27l2a, Gzmb, Ifit1, Ifitm3, etc.*) and downregulated (*Il-9*) within many clusters (Fig. 5b). C5 and C7 are missing from this analysis due to the absence of these clusters in either the activated or non-activated sample.

Collectively, we identify a heterogeneous ILC2 population with dynamic immune subtypes that can be shifted towards a more pro-inflammatory genotype upon activation with main contribution to T cell recruitment power. This shift, a new developmental program, is observed in ILC2s globally, as well as within key immune clusters, suggesting that the ex vivo manipulations can modify transcriptional profile of ta-ILC2 cells, naturally primed by growing tumour, and better prepare them for cell-based immunotherapy.

## Discussion

Innate lymphoid cells are a group of lymphoid cells that have previously been demonstrated to lack functional antigen receptors such as those expressed on T and B cells, but are known to be largely tissue-resident cells that are deeply integrated into the fabric of tissue homeostasis^78^. More specifically, the role of ILC2s has now been established in the regulation of inflammation and immunity in tissues, including those of different cancers^20–22,78,79^, establishing their potential role in cancer immunity and immunotherapy^20–22,66^. In this study, we aimed to investigate the interplay between tumours and ILC2s in the cancer environment and whether the effect that these two elements exert on each other is unidirectional or not.

To confirm that the presence of growing tumour induces the plasticity of ta-ILC2 cells by fundamentally changing their transcriptional profile, we performed scRNA-seq analysis on lung-derived ta-ILC2s at various time points during tumour development. To identify the potential power of the ta-ILC2 cells, which can be contributed to overall anti-tumour immune response, we conducted integrated analysis of ta-ILC2 cells isolated during week 2 and week 3 of tumour development as well as naïve-ILC2s from mice without tumour. Clusters’ identities were distinguished by signature pathway genes of interests. In our single-cell transcriptome analysis, we found that main transcriptional programs, which had been enriched in ta-ILC2s, were responsible for T-cell recruitment, as well as for Th1- and Th2-related events. Thus, the immune system naturally generated a systemic pro-inflammatory environment in response to neoplastic disease development at its early stages at distant organs such as the lungs.

The heterogeneous population of ILC2s presented different phases of cell development: early/proliferating, transitional, terminal and memory. The main portion of mature cells retained type identity and acquired heightened T cell recruitment and type 1 signatures (C0 and 1) expressed both Th2- and Th1-related features together with IFNγ receptor, whereas the population of developing ILC2s expressed Th2-related and proliferative markers. We confirmed the KLRG1+ inflammatory ILC2 subset (C2) has type 2 identity and increased strong expression of type 2 cytokines upon IL33/TSLP activation. A small subtype C4 demonstrated the simultaneous expression of high level of *Ifnγ* and *Granzyme b,c* genes together with expression of terminal ILC2 differentiation stage markers, which could possibly induce the local pro-inflammatory modifications of the microenvironment. An antigen presentation subset C6 expresses higher amount of antigen-presentation-related GOI, especially *Cd74*. Not only does CD74 play a crucial role in antigen presentation through MHC class II and cross-presentation through MHC class I by dendritic cells, it also functions as a receptor that can induce IL-8 production through NF-kB activation upon interaction with migratory inhibitory factor (MIF)^80^. With antigen presentation abilities, this ILC2 subset may be able to instigate primary immune responses through interaction with antigen-specific T cells and may also facilitate/recruit adaptive immune cells. We also detected a small subset of ILC2s (C7) that differentiates into a memory subset and potentially migrates out of the lung tissue onset of tumour neoplasm at a distant location. Thus, the existence of clusters with different functional potentials, provide possibilities for subtle and synergistic regulation of immune response stimulated by growing tumour.

Due to transcriptional commonalities in ILC2s and ILC1s, their developmental programmes are responsible for low expression of Granzyme B^81^ and therefore for the ILC2 plasticity towards NK- or ILC1-like phenotypes. Granzyme-expressing ILC2s could exert an important role in anti-cancer immune response, as granzymes have immunomodulatory functions that go beyond cytotoxicity. For example, granzymes can regulate cross-presentation^82^ by easing DC antigen-uptake and CTL-priming, by leukocyte extravasation^83^ and macrophage activation^84,85^. As demonstrated before, ILC2s can help tumour cells overcome the antigen-presentation deficiencies and, at the same time, aid in cytolytic T lymphocyte responses and immunotherapy^20–22^. It is possible that the presence of granzyme B in ta-ILC2s is not only a consequence of plasticity induction, but also a potential mechanism that facilitates the acquisition and presentation of antigen from dying tumour cells, supporting Th1-related responses via this potential novel pathway. Thus, granzymes, together with IFNs, act as mediators of pro-inflammatory environment during tumour progression.

Another interesting cluster C5 presented high level of TCR-related events with enriched expression of *Cd3*- and TCR-related structures, which are not conventional for the family of innate immune cells that lacks antigen-specific receptors. This cluster expands in response to a tumour, suggesting a potential role in cancer immune surveillance. The recent literature highlights the expression of TCR-related components on ILC2 cells, such as LAT, LCK, and ICOS and others^86–89^, with elevated transcriptional factors, such as ITK and IRF4^90^. Alternatively expressed CD3-subunits and non-canonical TCR-components could allow signal transduction events that alter ta-ILC2 fate and function. Future studies will be essential to elucidate the biological implications of this novel population of TCR + CD3+ta-ILC2 cells.

To verify our scRNA sequencing data, we performed flow cytometry to detect IFITM1 molecule in a separate naïve ILC2 cell population and detected the marker at a level consistent with the scRNA sequencing data. We were especially interested in *Ifitm1* because IFITM1 expression has been often associated with the NK cells^91^, and in our study, we repeatedly see *Ifitm1* being upregulated throughout many ILC2 subtypes when they are activated. Interestingly, IFITM1, HLA-A and other IFN-induced genes seem to be negatively regulated all together by the oncogenic factor miR-19 in human cancer cell lines^92^. Perhaps, the down-regulation of IL-33 that was linked to the low HLA expression levels in human prostate tumours^20–22^ is a part of the same miR-19-mediated regulatory network, which leads to failed activation of ILC2s and poor tumour outcomes.

Overall, the immune system can modify transcriptional profiles of ILC2s in response to ongoing immunological challenges, in our case tumour development. At the initial stages, the heterogeneity of ta-ILC2 cells is enforced by subtypes that express Th2- and/or Th1-related characteristics, together with T-cell chemo-attractants and IFN-related features. These unique subsets of ta-ILC2 cells define their functional plasticity and further supported by the change of expression profiles upon ILC2 activation. The differential expression of genes in non-activated and activated ta-ILC2s have been depicted by our scRNA sequencing study and presented here, for the first time, as a new developmental program for ta-ILC2s. This program provides an explanatory background for the immunological plasticity of ILC2s.

We also conducted a correlation analysis to show the exact changes acquired by each cluster of ta-ILC2s during ex vivo stimulation. The ex vivo stimulation protocol used for the cell preparation for our other adoptive transfer studies up-regulated *Ifi27l2a, Gzmb, Ifit1, Ifit2, Ifit3, Ifitm1, Ifitm3* and other Th1-related genes and persistently down-regulated *Il-9* gene in the activated ta-ILC2 subtypes in comparison to the non-activated ta-ILC2s. It is worth mentioning that *Ifi27l2a* is also an IFN-induced gene with anti-viral ability^93,94^. *Il-9* gene is particularly interesting for its role in anti-inflammatory function through T-reg promotion, which is downregulated in many ILC2 subtypes observed in our study. ILC2s are known to produce IL-9 as an autocrine signal for activation and resolution of inflammation^95^. In response to ex vivo activation, ta-ILC2s can reprogram its transcriptome to reduce production of *Il-9* and acquire the possibilities to subsequently promote an inflammatory condition through impairment of Treg activation. Consequently, the reduced average expression of some conventional Th2-related cytokines together with the increased expression of Th1-related features further supports the idea that, in the presence of growing neoplasm, ta-ILC2s are able to exert unconventional type1 immunity upon ex vivo activation.

At the outset of this study, we sought to assess the hypothesis that ILC2s are highly plastic and they exist as multiple subsets of ILC2s in the context of tumour immunosurveillance. Having supported this initial hypothesis, we present single-cell analysis that demonstrates the heterogeneity of ILC2 equipped with a multitude of immune functions from antigen presentation to T cell recruitment and Th1 CTLs. This presents an exciting potential of a ‘Swiss Army knife’ tool for anti-tumour therapy. These discoveries may have translational applications for cell-based immunotherapy. Certainly, it is remarkable that lung ILC2s appear to act as a depot of innate lymphoid cells responsive to peripheral immunological insults and our data support the conclusion that these ILC2 subpopulations participate in anti-tumour immunity. Future technical innovations may allow the direct examination, by single-cell sequencing, of the scarce tumour infiltrating ILC2s and to compare them to the subpopulations ta-ILC2s elicited in the peripheral tissues by subcutaneous tumours. Our observations on the role of ILC2s in tumour immunosurveillance may inspire a novel cell-based immunotherapy for cancer. In conclusion, identifying new ILC2 subpopulation through the use of scRNA sequencing analysis provides a deeper understanding of the complex and dynamic nature of haematopoiesis, shedding new light on their specific functions within the immune system.

## Materials and methods

### Cell line: murine lung cancer model

The TC1 cell line is a murine lung tumour model derived from primary lung epithelial cells of C57BL/6 mice immortalized using the amphotropic retrovirus vector LXSN16 carrying human papillomavirus (HPV) genes E6/E7, and subsequently transformed with pVEJB plasmid expressing the activated human c-Ha-ras oncogene^96^. TC1 cells display high expression of TAP-1 and MHC-I^97^. The cell line was grown in Dulbecco’s modified Eagle medium, supplemented with 10% heat-inactivated fetal bovine serum, 2 mM l-glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin, and 10 mM HEPES, at 37 °C, with the air supplemented with 5% CO_2_. The cells were tested by IDEXX RADIL and found to be free of any contaminating viruses or mycoplasma.

### Mice

C57Bl/6 *Mus musculus* were purchased from the Jackson Laboratory and maintained in the Centre for Disease Modeling at the University of British Columbia. Female mice were used at 4–8 weeks of age. 5 mice per group. These experiments were ethically approved by the Animal Care Committee (ACC) at the University of British Columbia (UBC). We have compiled with all relevant ethical regulations for animal use. Animals were maintained and euthanized under humane conditions in accordance with the guidelines of the Canadian Council on Animal Care.

### Tumour establishment

TC1 tumour cells [50 µl of 5 × 10^5^ in HBSS (ThermoFisher Scientific)] or HBSS vehicle control were injected into wild type (WT) animals subcutaneously (s.c.) into the right flank. Tumour growth was monitored by measuring tumour dimensions using callipers. Tumour length and width measurements were obtained three times weekly. Tumour volumes were calculated according to the equation tumour volume=lengthxwidthxheightxπ/6 with the length (mm) being the longer axis of the tumour. Animals were weighed at the time of tumour measurement.

### ILC2 isolation

Lungs from mice were harvested and cut into small pieces using a razor blade and digested for 30 minutes at 37 °C in a shaker platform (200 rpm) in 10 mL of digestion media per 5 pairs of lungs. The digestion medium employed contained RPMI 1640 (Gibco #11875-093) with 100 U P/S and 10% FBS, as well as 1 mL collagenase/hyaluronidase and 1.5 mL DNase I per 5 pairs of lungs (StemCell #07912 and #07900 respectively).

The digested pieces of lung tissue were placed onto a 70 µm cell strainer. Using the plunger end of a 3 mL syringe, the tissue was mashed through the strainer and rinsed with 5 mL RPMI 1640 to a total of 15 mL. Cells were centrifuged for 6 minutes at 1600–1700 rpm. The supernatant was carefully removed and the pellet was re-suspended in 20 mL ammonium chloride solution (StemCell #07800) and incubated at room temperature for 5 min to lyse the erythrocytes. After neutralization with 30 mL of FACS buffer cells were counted and washed (6 min, 1600–1700 rpm) in a total volume of 50 mL (full 50 mL Falcon Tube). FACS buffer was made of DPBS (Gibco #14190-136) with 2% FBS.

After counting cells, they were re-suspended in the appropriate volume of FACS buffer to obtain 1* $${10}^{8}\,$$ cells/mL, and then they were enriched for ILC2s using an EasySep™ Mouse ILC2 Enrichment Kit (StemCell #19842), which reduces sorting time and increases ILC2 recovery both from naïve and IL-33–treated lungs^70^. We did not exclude any ILC2 subtypes during our FACS enrichment, however, we limited our presentation of the results to the ILC2 markers that we used for purification. The FACS enrichment was conducted according to known protocols. Enrichment resulted in a population of 99% of pure Lin- ST2+ CD127+ Thy1.2+ CD45+ ILC2s.

Prior to sorting, the cells were stained with FITC-conjugated lineage marker mouse antibodies purchased from Thermo Fisher Scientific (CD3ε/γ #11-0032-80, CD4 #11-0042-81, CD8α #11-0081-81, CD19 #11-0193-81, TCRβ #11-5961-81, NK1.1 #11-5941-81, TER119 #11-5921-81, CD11c #11-0114-81, CD11b #11-0112-41 and Ly-6G/C #11-9668-80) and the ILC2 positive markers purchased from BioLegend: PE-conjugated CD127 (IL-7 receptor, #135009), PerCP-Cy5.5-conjugated ST2 (IL-33 receptor, #145312), BV605-conjugated Thy1.2 (#140317) and BV421-conjugated CD45 (#103133). Antibody concentrations used at 1:200.

### Flow cytometry

BD FACS Aria II machine was used to phenotypically assess and sort the cells. Antibodies used to block Fc receptors: CD16/32 (564220, BD Pharmingen). Antibodies used to exclude nonviable cells from flow cytometry: Fixable Viability Dye eFluor 780 (65-0865-14, Affymetrix eBioscience).

### Intracellular staining for flow cytometry

ILC2s derived from TC1 tumour-bearing mice (ta-ILC2s) were fixed and permeated using an intracellular fixation and permeabilization buffer set (eBioscience #88-8824-00) and then stained in PBS (2% FBS) with the following mouse antibodies: PE-conjugated granzyme B antibody (BioLegend #372207) and APC-conjugated granzyme C (BioLegend #150803). The IFITM1 mouse monoclonal antibody was purchased from Proteintech (#60074-1-Ig) and conjugated with a FITC antibody labeling kit (Mix-n-Stain #92295).

### Single cell RNA sequencing sample preparation

Two- and three-weeks following tumour implantation, ILC2s from lungs are enriched and sorted. For the ta-non-activated-ILC2 and naïve-ILC2 samples, cells were immediately sent for sequencing. For ta-activated ILC2s, cells were cultured in StemSpan™ SFEM II medium (StemCell #09655) supplemented with rhIL-2, recombinant mouse rmIL-33 and TSLP (10 ng/mL each) for ILC2 activation (Invitrogen #14-8332-80 and #14-8498-90). Cells were cultured for 7 days at 37 °C prior to scRNA-seq. Samples are sequenced using 10x Genomics platform at Vancouver Prostate Cancer Centre.

### ScRNA-sequencing and data analysis

ILC2s from mice with TC1 primary tumours were sorted based on Lin- ST2+ CD127+ Thy1.2 + CD45+ expressions. Sorted cells were sequenced using the 10x Genomics platform and the Cell Ranger pipeline was used to align reads and generate matrices. Seurat was used for downstream analysis. We followed the recommended settings of the standard workflow^69^ to create Seurat project for each sequencing data. Five Seurat projects were created: week2 non-activated, week2 activated, week3 non-activated, week3 activated and naïve control ILC2s. The 5 datasets were then integrated to enable further comparative analysis. Integration followed the standard workflow^69^. After integration, cell-cycle scoring and regression was performed to eliminate overwhelming effect of cell cycle heterogeneity^98^. The regression was done based on the differences between the G2/M and S phase scores as described in Seurat, thereby differentiation between cycling and non-cycling cells is still enabled. Week2 non-activated and week3 non-activated are labeled as the ta-non-activated group and compared to week2- and week3- combined ta-activated group. Clusters were visualized by non-linear dimensional reduction technique t-distributed stochastic neighbour embedding (t-SNE). A population is defined by graph-based clustering driven by distance matrix, then partitioned by shared expression patterns. The ‘granularity’ of the clustering was set to 0.2 and returned 8 populations to reflect the primary sources of heterogeneity without having too many divisions. Pathway enrichment analysis was performed using clusterProfiler and GSEA, enricher function for over-representation test^99–101^, compared against Hallmark gene set downloaded from Molecular Signature Database^102^.

### Statistics and reproducibility

Data were analyzed with R. Differential expression in single cell RNA-seq analysis is presented by logarithmic fold change, significance *p* is determined by Wilcoxon Rank Sum test, *p* ≤ 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

All sequencing data and processed data files are deposited and available at GEO (accession number GSE246502).

# Supplementary material for: A diversity of novel type-2 innate lymphoid cell subpopulations revealed during tumour expansion
**Source:** Commun Biol. 2024 Jan 3;7:12. doi: 10.1038/s42003-023-05536-0
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary Figures

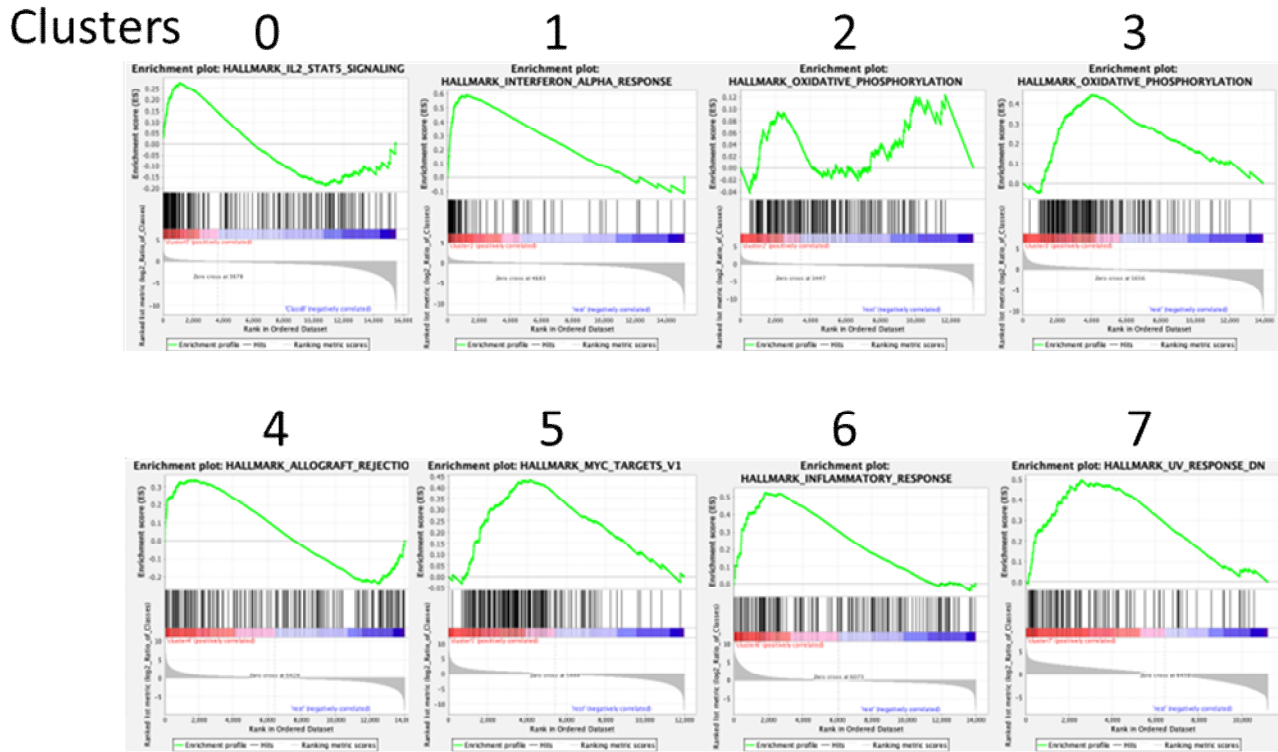

**Supp Figure 1.** Gene Set Enrichment Analysis (GSEA) of each cluster comparing to the rest of the whole ILC2 population. Mouse-ortholog hallmark gene sets are used as *priori* reference gene sets. Each enrichment plot is the upregulated hallmark pathway for the respective cluster.

# Supplementary material for: A diversity of novel type-2 innate lymphoid cell subpopulations revealed during tumour expansion
**Source:** Commun Biol. 2024 Jan 3;7:12. doi: 10.1038/s42003-023-05536-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No Software was used for data collection                                                                                                                                                 |
| Data analysis   | cellranger-6.0.0 was used for raw data processing and filtering.<br>Seurat V3 was used for downstream analysis. We followed the recommended settings of the standard workflow by Seurat. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing and processed data are available and deposited at GEO, accession number GSE246502.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Samples were collected from pooled 5 mice per group. Samples are pooled to acquired enough cells for single cell sequencing. Gene expressions are calculated as log fold change based on single cell sequencing of 1500-4500 cells per sample. Stats are done by Wilcoxon Rank Sum test within Seurat package. |
| Data exclusions | No data exclusion.                                                                                                                                                                                                                                                                                             |
| Replication     | Samples were collected at two time points, for each of the activated group and non-activated group. Samples of the same activation status are merged for downstream analysis.                                                                                                                                  |
| Randomization   | Randomization is no relevant in this study. Appropriate control is included for comparisons.                                                                                                                                                                                                                   |
| Blinding        | Blinding was not relevant to the study. Experiments are carried out in parallel between groups, all groups received the same handling, not prone to objective bias.                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------|
| Antibodies used | CD3ε/γ #11-0032-80, CD4 #11-0042-81, CD8α #11-0081-81, CD19 #11-0193-81, TCRβ #11-5961-81, NK1.1 #11-5941-81, TER119 |
|-----------------|----------------------------------------------------------------------------------------------------------------------|

|                 |                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | #11-5921-81, CD11c #11-0114-81, CD11b #11-0112-41 and Ly-6G/C #11-9668-80 (Thermo Fisher). IL-7 receptor, #135009 (Biolegend), IL-33 receptor, #145312(BIOLEGEND), BV605-conjugated Thy1.2 (#140317) and BV421-conjugated CD45 (#103133) |
| Validation      | Validation described at manufacturer's website.                                                                                                                                                                                          |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The TC1 cell line is a murine lung tumour model derived from primary lung epithelial cells of C57BL/6 mice immortalized using the amphotropic retrovirus vector LXS16 carrying human papillomavirus (HPV) genes E6/E7, and subsequently transformed with pVEJB plasmid expressing the activated human c-Ha-ras |
| Authentication                                                       | None of the cell lines used were authenticated.                                                                                                                                                                                                                                                                |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.                                                                                                                                                                                                                                                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 Mus musculus                                                                                                                                             |
| Wild animals            | n/a                                                                                                                                                              |
| Reporting on sex        | Female mice are used. Females are used because they generally yield higher amount of ILC2s, and ILC2s from female mice are more sensitive to activation signals. |
| Field-collected samples | n/a                                                                                                                                                              |
| Ethics oversight        | This study was ethically approved by the Animal Care Committee (ACC) at the University of British Columbia (UBC).                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | ILC2s derived from TC1 tumour-bearing mice (ta-ILC2s) were fixed and permeated using an intracellular fixation and permeabilization buffer set (eBioscience #88-8824-00) and then stained in PBS (2% FBS) with the following mouse antibodies: PE-conjugated granzyme B antibody (BioLegend #372207) and APC-conjugated granzyme C (BioLegend #150803). The IFITM1 |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

mouse monoclonal antibody was purchased from Proteintech (#60074-1-Ig) and conjugated with a FITC antibody labeling kit (Mix-n-Stain #92295).

Instrument

BD FACS Aria II

Software

Flow data analyzed on Flowjo.

Cell population abundance

Refer to Figure 1.

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

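RNA of single ILC2s was measured in 5 libraries of the 10x Genomics 3' platform, with cells of 5 mice pooled in each: 1 naïve, 2 ta-non-activated and 2 ta-activated, the last 4 from weeks 2 and 3. The authors deposited raw UMI counts per gene and cell barcode, made with Cell Ranger (6.0.0 in the naïve matrix header and 3.0.2 in the other 4), with no normalization. The values are whole numbers from 1 up, and the smallest total of a barcode lay at or above 500 UMIs in each library. The genome build and annotation used for counting are not stated. Gene positions and intron lengths were taken from GENCODE M21 on GRCm38, in which 27639 of the 27726 gene identifiers common to the 5 matrices (99.7%) were found. Genes outside the common set were left out.

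Barcodes with at least 200 genes and under 5% mitochondrial counts were kept, with no upper limit on genes. Scrublet in scanpy 1.11.5 was run on each library and its calls were not removed. Clustering used Seurat 5.3.0 in R 4.3.3: log-normalization to 10000 UMIs, 2000 variable genes per library, canonical correlation anchors over 30 dimensions, regression of the difference between G2/M and S scores, 30 principal components and a resolution of 0.2. Clusters were named from 14 lists of marker genes by a rule written after the clusters had been seen, with 4 other forms of the rule run beside it. Levels of genes are UMIs over all UMIs of the summed counts on the CPM scale, with exact Poisson intervals. Means over cells are counts per 10000 UMIs of a cell. Marker-gene counts of cells used cells with at least 2000 UMIs, each thinned at random to 2000 UMIs, and shares have Clopper-Pearson intervals. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps, and matplotlib 3.10.9 for the figures.

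The replicated comparison was ta-activated against ta-non-activated, 2 libraries against 2, on counts summed over the cells of a library. It used edgeR 4.0.16 with filterByExpr, TMM normalization and the quasi-likelihood F test, with Benjamini-Hochberg adjustment and a threshold of 0.05. It was tested on simulated data with 200 changed genes and the same dispersion for each gene. The naïve group has 1 library, so no test was run against it. Genes were named by a rule: the 10 genes with the largest change among those past the threshold and changed the same way in both weeks, and each gene the paper names. No gene passed the threshold in the edgeR test, so the genes named for their change with activation are those of the paper, and other genes serve as markers of cell types or were chosen after their values were seen, as stated where they appear. Changes within clusters are log2 ratios of CPM with 1 CPM added, in clusters with at least 20 cells in both libraries of a week, without a test.

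Alternatives were DESeq2 1.42.0 with its size factors, a replicate block for the week, all genes with at least 1 count, all 5 libraries in 1 fit, all deposited barcodes, a mitochondrial limit of 10%, cells without the T-cell-like and endothelial-like clusters, and each library left out in turn. For clusters they were resolutions of 0.1 and 0.4, no cell-cycle regression and libraries merged without integration. For marker-gene counts they were no thinning, thinning to 1000 UMIs and 1 gene more required. Means of the Table 1 genes were also computed from summed counts and with equal weight for the weeks, and changes within clusters with a minimum of 50 cells, at a resolution of 0.4 and from means over cells. Leaving out the Scrublet doublets was planned and not run, since the caller marked too few cells. Cells without the top 6% of doublet scores were used in its place, chosen after the data had been seen. The flow cytometry of the paper and its gene set analysis were left out, since no files for them were available. A gene and the marker-gene count that uses it are not reported here.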

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

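The tests for mature T cells and for doublets, and those of swapped libraries, stimulated cells, library depth, dilution and cluster 4 as the whole cause, were chosen after the results had been seen. The test for early thymocyte genes was set out before the values of its genes had been tabulated, except that *Cd8b1* had been seen by cluster.

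The change with activation went in opposite directions in weeks 2 and 3 for 25 of 61 named genes beyond counting error, in the same direction for 32, and was not separated from 0 in at least 1 week for 4. For 14 of them both log2 ratios were at least 1 in size, a limit chosen after the data had been seen. The difference between the weeks was not tested, and each week has 1 library per group. The log2 ratios of ta-activated to ta-non-activated ILC2s in weeks 2 and 3 were -1.34 and 7.71 for *Il13*, -6.77 and 8.42 for *Il9* and -4.55 and 2.50 for *Csf2*. They had the other order of signs for genes of T and NK cells: 2.20 and -7.63 for *Cd3d*, 2.42 and -4.29 for *Cd3g*, 1.06 and -4.23 for *Trbc1*, 1.43 and -3.96 for *Tcrg-C1*, 1.29 and -7.78 for *Tcrg-C2*, 1.84 and -5.23 for *Nkg7*, 2.07 and -1.83 for *Klrk1* and 1.18 and -4.52 for *Ifng*. The same order was seen for further genes: 1.66 and -1.54 for *H2-DMa*, 1.37 and -1.97 for *Stmn1* and 1.99 and -4.40 for *Klf2*. A ratio against a library with no count of the gene, as for *Il9* in week 3 ta-non-activated ILC2s, depends on the 1 CPM added.

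For *Il9*, *Il13* and *Csf2*, several technical explanations were weighed. Library depth was argued against by the upper counting limit of *Il13* in week 3 ta-non-activated ILC2s, 22.6 CPM, far under its week 2 level of 8861 CPM. Dilution by T-cell-like or endothelial-like cells was argued against by the *Il13* level of 35.2 CPM without those cells, and by 91.8 CPM in clusters 0 and 1 alone. A swap of the 2 week 2 libraries was argued against by the median absolute log2 distance of week 2 to week 3 ta-activated ILC2s over 20 interferon and immediate-early genes, 0.71, while the distance of week 2 ta-activated to week 3 ta-non-activated ILC2s was 2.74. Whether the week 2 ta-non-activated library holds stimulated cells cannot be told apart from a difference between weeks. Over 8 immediate-early genes this library was 0.61 from week 3 ta-activated and 4.15 from week 3 ta-non-activated ILC2s. These genes were low in it, at a median of 16.3 CPM, and in ta-activated ILC2s, at 12.1 and 15.8 CPM in weeks 2 and 3. They were high in week 3 ta-non-activated ILC2s, at 354 CPM, and in naïve ILC2s, at 557 CPM. Of these 8 genes the paper names *Fos* and *Jun*, and *Fos*, *Jun* and *Dusp1* had been seen before the list was written. Over 12 interferon-induced genes it was 0.89 from naïve and 5.71 from week 3 ta-activated ILC2s, so a culture like that of the ta-activated libraries has 1 list for it and 1 against. The week after implantation stays open as a biological explanation, and was not tested, since each week has 1 library per group.

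Also, 3 genes of early T cell development, which the paper does not discuss, were present in week 3 ta-non-activated ILC2s above their naïve level: *Dntt* at 982 CPM, *Ptcra* at 92.2 CPM and *Rag1* at 63.9 CPM. They were highest in the T-cell-like cluster 4, and cluster 2 of the same library also had them, with *Dntt* at 809.9 CPM against 1620.4 CPM in cluster 4. Mature αβ T cells carried through the sort were argued against by *Trac*, which was at 0.0220% of the level of *Cd3d* there. Doublets of an ILC2 and a T cell were argued against by *Il1rl1*, which was at 0.504% of its level in clusters 0 and 1 of the same library. A candidate explanation is that these cells are like early thymocytes. Of 12 genes listed for such cells, *Rag1* among them, 9 were above their level in clusters 0 and 1 beyond counting error, 1 was below (*Kit*, 20.3 against 207 CPM) and 2 were not separated. Without *Rag1*, 8 of 11 were above. The most abundant of the 12 in cluster 4 was *Bcl11b* at 586 CPM, which clusters 0 and 1 also expressed, at 198 CPM. Where such cells would come from was not tested.

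Cluster 4 held 41.3% of week 3 ta-non-activated cells. That its cells are the whole cause of the lower T and NK cell genes with activation in week 3 was argued against by the 8 genes named above, since without cluster 4 all 8 were still lower beyond counting error, with a median log2 ratio of -3.47. Leaving out cluster 4 did not remove all cells with T cell receptor transcripts from the week 3 ta-non-activated library. The count of T cell receptor and CD3 genes was passed by 162 of 180 cells of cluster 2. In cluster 3 it was passed by 30 of 32 cells and in cluster 5 by 21 of 32. How much of the lower levels these cells explain, and a difference between weeks, stay open and were not tested. For *H2-DMa*, *Stmn1* and *Klf2* no explanation was tested.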

How the results depend on the processing

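Leaving out the top 6% of doublet scores, fold changes from integrated values, the sum over clusters named proliferating and the other forms of the cluster naming rule were chosen after the data had been seen, and all other alternatives were set before the data were examined. Leaving out the Scrublet doublets was not run, because the caller marked too few cells.

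The edgeR test called 0 genes as reported and under each of the 7 other edgeR settings, with 1505 to 2436 genes at an unadjusted p under 0.05. DESeq2's Wald test called 1054, and took *Il17rb*, *Gzmb*, *Gzmc*, *Ifitm2*, *Ifitm3*, *Ifit1*, *Ifit3* and *Ifi27l2a* past the threshold, of the 18 genes followed through the alternatives. The cause was not tested. In simulated counts with the observed dispersion given to each gene alike, the edgeR test recovered 101 of 200 genes. A design of 2 against 2 libraries can thus give calls in such counts. Its power in the real data, where dispersions can differ between genes, was not measured.

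Replicates 1 and 2 are weeks 2 and 3 in both groups, so a block for the replicate is a block for the time point. Across 12643 genes the differences between weeks in the groups had a correlation of -0.05. With the replicate block the log2 fold change was 3.104 for *Il13* and 0.79 for *Il9*, the opposite direction of the unblocked values. The block compares the groups within each week, and for both genes the rise in week 3 was larger than the fall in week 2. Log2 ratios in weeks 2 and 3 were -1.34 and 7.71 for *Il13* and -6.77 and 8.42 for *Il9*. No further cause was tested.

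Across the 4 fits that each left out 1 library, log2 fold changes with activation ran from -0.36 to 4.59 for *Il5*, from -1.43 to 7.70 for *Il13*, from -6.05 to 16.24 for *Il9*, from -0.50 to 9.35 for *Gzmc* and from -7.10 to 1.77 for *Cd3d*. *Il5* and *Cd3d* reversed without ta-non-activated replicate 2 (week 3), *Il13* and *Il9* without ta-non-activated replicate 1 (week 2), and *Gzmc* without ta-activated replicate 1 (week 2). *Il9* has no count in week 3 ta-non-activated ILC2s, so its fitted values are no bounds. The number of Table 1 genes with a higher mean in ta-activated ILC2s ran from 12 to 23 of 31 across the same 4 omissions, the highest without ta-non-activated replicate 2, and the cause was not tested.

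At a resolution of 0.4 there were 13 clusters, 2 of them named proliferating. The one matched to cluster 2 held 12.4% of ta-activated cells, against 18.8% at 0.2, and both together held 19.1%, so the lower share comes from the split. With a mitochondrial limit of 10% the proliferating cluster held 24.2%, and the cause was not tested.

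The shares from marker-gene counts depend on depth and on the number of genes asked for. Without thinning they were 41.5% for proliferating cells in ta-activated ILC2s, 35.9% for *Klrg1* or *Il17rb* in naïve ILC2s, 5.84% for antigen presentation in ta-non-activated ILC2s (20.7% in ta-activated ILC2s) and 72.5% for interferon and granzyme genes in ta-activated ILC2s. Thinned to 1000 UMIs, they were 15.4% (proliferating), 10.6% (*Klrg1* or *Il17rb*) and 25.3% (interferon and granzyme). With 1 gene more required they were 15.8%, 1.01% and 13.1% in the same order.

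Log2 fold changes with activation kept their direction under all alternatives, single libraries left out included, for *Gata3* (0.87 to 2.01), *Ifitm3* (3.69 to 4.70), *Ifit1* (5.58 to 8.08), *Gzmb* (5.02 to 8.16) and *Il17rb* (-6.53 to -2.77). Values for single genes or shares that reversed, or that passed the threshold with DESeq2, were set aside. Of the rest, 33 moved and 293 did not. Of the headline values, counted apart with the same cases aside, 14 moved and 53 did not. A share counted as moved beyond the SD between weeks, or beyond the counting interval in naïve ILC2s. Other counts, and the percentages of comparisons within clusters, counted as moved past 1.5 times. A log2 fold change with activation that kept its direction and its side of the threshold counted as not moved, whatever its size. Depth limits the week 3 ta-non-activated library most, with 9394957 UMIs in the cells kept.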

Differences from the paper's values

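The comparison with integrated values and with the log2 ratio of means was chosen after the values had been seen, and the alternatives set before the data were examined give no log2 fold changes against all other cells.

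The proliferating cluster held 11.3% of all ta-non-activated cells, against the paper's 5%. At a resolution of 0.4, 2 clusters were named proliferating. The matched one held 5.93%, and both together, a sum chosen after seeing the values, held 6.48%, each within 1.5 times the paper's. The other alternatives set before the data were examined did not close the gap: 11.7% at a resolution of 0.1, 11.8% without cell-cycle regression, 0.789% without integration and 28.1% with a mitochondrial limit of 10%. Without the top 6% of doublet scores, chosen after seeing the values, it was 27.3%.

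Log2 fold changes of a group against all other cells, as differences of mean log-normalized expression, had the opposite sign of the paper's Table 1 in 7 of 71 entries. For *Il5* the value was -1.48 against the paper's 0.366 in naïve ILC2s, 0.036 against the paper's -0.192 in ta-non-activated ILC2s and 1.43 against the paper's -0.258 in ta-activated ILC2s. The means that the same table prints for *Il5* are lowest in naïve and highest in ta-activated ILC2s, the order of the computed values and not of the printed fold changes. For *Il13* in ta-non-activated ILC2s it was 0.76 against the paper's -0.034. For *Ifngr1* in ta-non-activated ILC2s it was -0.076 against the paper's 0.194, for *Tcf7* in naïve ILC2s 0.015 against the paper's -0.088 and for *Tcrg-C2* in naïve ILC2s -0.10 against the paper's 0.011. Integrated values, chosen after seeing these values, had the paper's sign for *Il5* in naïve (0.04) and ta-activated ILC2s (-0.05), *Il13* in ta-non-activated ILC2s (-0.02) and *Tcf7* in naïve ILC2s (-0.37), and the opposite sign in 17 of 69 entries. The log2 ratio of means, also chosen after seeing the values, had the paper's sign for *Tcf7* in naïve ILC2s (-0.08) and the opposite sign in 9 of 71 entries.

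The paper describes *Gata3* as mostly unchanged across the conditions. Its mean log-normalized expression in ta-non-activated ILC2s lay -1.13 from that of all other cells, with 0.08 in naïve and 0.69 in ta-activated ILC2s. For *Klrg1* in naïve ILC2s the paper's text gives 0.35 and its Table 1 0.218, and the computed value was 0.30. The paper describes a cluster with raised *Il17rb* and *Klrg1*. In the naïve library *Klrg1* was at 82.4 CPM in cluster 0, and *Il17rb* was highest in cluster 7, at 111 CPM, where *Klrg1* was at 22.6 CPM. The paper states that the conventional ILC2 clusters showed little change in size. Clusters 0 and 1 held 81.9% of naïve cells, 86.0% and 42.2% of ta-non-activated cells and 59.9% and 67.6% of ta-activated cells in weeks 2 and 3.

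The paper states that *Il5* and *Il13* are higher in tumour-associated than in naïve ILC2s. In whole week 3 ta-non-activated ILC2s they were at 49.0 and 19.6 CPM, below the 170.3 and 55.6 CPM of naïve ILC2s, while within clusters 0 and 1 they were at 230.2 and 91.8 CPM, above the naïve 193 and 61.1 CPM. The paper states that *Il9* falls with activation within many clusters. It was lower in 4 of 9 comparisons within clusters and weeks, 4 of 4 in week 2 and 0 of 5 in week 3.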

Other observations

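The tests of cluster 7 and of nuclei in the naïve library were chosen after the mitochondrial shares of the libraries had been seen, and for the second *Malat1* also. The tests of intron length and of integrated values were set out before their values were computed.

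Genes with long introns were higher in the naïve library. Across 5350 genes the Spearman correlation of the naïve to week 3 ta-non-activated log2 ratio with intron length was 0.659. It was 0.50 with exon length held constant, and with exon length it was 0.20 with intron length held constant. The median log2 ratio was 1.80 in the 0.1 of genes with the longest introns and -0.43 in the 0.1 with the shortest. A candidate explanation is that reads in introns were counted in the naïve library, whose matrix names another Cell Ranger version than the other 4. A larger share of nuclei in the naïve library cannot be told apart from it. The naïve cells of clusters 0 and 1 had a median mitochondrial share of 2.38%, under the 3.19%, 3.37% and 3.27% of week 3 ta-non-activated, week 2 ta-activated and week 3 ta-activated cells, which more nuclei would give, and above the 1.68% of week 2 ta-non-activated cells. *Malat1*, which nuclei would raise, was at 17906 CPM in naïve cells, above the 11397, 14376 and 5620.1 CPM of week 2 ta-activated, week 3 ta-activated and week 2 ta-non-activated cells and under the 24225 CPM of week 3 ta-non-activated cells. The 2 signs thus go both ways. A biological difference between naïve and tumour-associated ILC2s stays open, since the version and the group coincide.

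Cluster 7 held naïve cells with few UMIs. Nuclei without cytoplasm were argued against by the median mitochondrial share of its naïve cells, 3.81%, above the 2.38% of clusters 0 and 1. No biological explanation was tested.

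The signs of the log2 fold changes in the paper's Table 1 were compared with 3 calculations. Of 69 entries, 52 had the sign of the integrated values, 63 that of the log-normalized counts and 61 that of the ratio of means. By sign the test argued against integrated values. It was set out after the log-normalized values had been seen and before the integrated values were computed. The median absolute difference from the paper's values went the other way, with 0.167 for integrated values, 0.219 for log-normalized counts and 0.491 for the ratio of means. Which calculation gave the paper's values thus stays open.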
